# A tuft cell - ILC2 signaling circuit provides therapeutic targets to inhibit gastric metaplasia and tumor development

**DOI:** 10.1038/s41467-023-42215-4

**Published:** 2023-10-28

**Authors:** Ryan N. O’Keefe, Annalisa L. E. Carli, David Baloyan, David Chisanga, Wei Shi, Shoukat Afshar-Sterle, Moritz F. Eissmann, Ashleigh R. Poh, Bhupinder Pal, Cyril Seillet, Richard M. Locksley, Matthias Ernst, Michael Buchert

**Keywords:** Gastric cancer, Innate lymphoid cells, Tumour immunology

## Abstract

Although gastric cancer is a leading cause of cancer-related deaths, systemic treatment strategies remain scarce. Here, we report the pro-tumorigenic properties of the crosstalk between intestinal tuft cells and type 2 innate lymphoid cells (ILC2) that is evolutionarily optimized for epithelial remodeling in response to helminth infection. We demonstrate that tuft cell-derived interleukin 25 (IL25) drives ILC2 activation, inducing the release of IL13 and promoting epithelial tuft cell hyperplasia. While the resulting tuft cell - ILC2 feed-forward circuit promotes gastric metaplasia and tumor formation, genetic depletion of tuft cells or ILC2s, or therapeutic targeting of IL13 or IL25 alleviates these pathologies in mice. In gastric cancer patients, tuft cell and ILC2 gene signatures predict worsening survival in intestinal-type gastric cancer where ~40% of the corresponding cancers show enriched co-existence of tuft cells and ILC2s. Our findings suggest a role for ILC2 and tuft cells, along with their associated cytokine IL13 and IL25 as gatekeepers and enablers of metaplastic transformation and gastric tumorigenesis, thereby providing an opportunity to therapeutically inhibit early-stage gastric cancer through repurposing antibody-mediated therapies.

## Abstract (web summary)

Within gastrointestinal tissues, tuft cells, a rare population of chemo-sensory epithelial cells, can promote the activation of type 2 innate lymphoid cells (ILC2s). Here the authors show that tuft cells and ILC2s are increased during gastric cancer development and that the pharmacologic inhibition of tuft cell derived IL25 or ILC2-produced IL13 reduces gastric tumor growth.

## Introduction

In this work we demonstrate that there is a feedforward circuit between tuft cells and ILC2s that promotes gastric metaplasia and cancer. Indeed, by treating with inhibiting antibodies that target tuft cell-ILC2 interactions it is possible to inhibit tumor growth, as such this circuit could pose as a therapeutic target for the treatment of gastric cancer.

Gastric cancer (GC) is the 3rd leading cause of cancer-related mortality worldwide with a predicted increase of 40% over the next two decades^1,2^, on top of the current one million new cases annually and close to 900,000 deaths^2,3^, thereby emphasising the need for greater understanding of molecular drivers of the disease. In addition to genetic, environmental and lifestyle factors, the risk of developing GC^4,5^ is associated with chronic gastric metaplasia, a frequent non-malignant pre-neoplastic precursor to GC^6^ that occurs from chronic gastritis. The latter arises as a consequence of persistent bacterial infection^7^ and is characterized by epithelial tissue remodeling, loss of gastric acid-secreting parietal cells, and the expansion of metaplastic cells that resemble intestinal goblet cells^8^.

Tuft cells are a rare population of chemo-sensory epithelial cells that line the gastrointestinal and respiratory tracts^9,10^, and are identified by expression of Doublecortin-like kinase 1 (DCLK1) in mice, or Choline acetyltransferase (ChAT) in humans, respectively^11^. Currently, the role tuft cells play in the epithelium is uncertain, with tuft cells previously being identified as a quiescent stem cell^9^, other studies have found tuft cells to rarely proliferate or display stem cell characteristics^12,13^. In a homeostatic setting DCLK1 identifies post mitotic gastrointestinal tuft cells^14^. While during chemically or genetically inducible tumor development, DCLK1^+^ cells are proposed to be tumor stem cells and reserve stem cells^15,16^, with long-lived DCLK1^+^ tuft cells reported to act as cancer-initiating cells in the colon and intestine^9,14–17^. In addition, in response to helminth infections and other external stimuli, tuft cells secrete cytokines (e.g. interleukin (IL) 25), inflammatory mediators (e.g. eicosanoids), neurotransmitters (e.g. acetylcholine), and other signaling molecules to promote immune cell activation and restore tissue homeostasis^10,18–24^. Elevated IL25 has been associated with inflammatory bowel disease, as well as an increase in epithelial production of IL33, IL6, and TNFα^25^. While decreased IL25 was observed in inflamed mucosal tissue of IBD patients^26^, and IL25 deficiency in mice conferring resistance dextran sulfate sodium-induced colitis^25^. Emerging evidence suggests that tuft cells may also orchestrate early oncogenic processes, as suggested by their rapid expansion and cancer stem cell-like properties observed in pre-neoplastic lesions of the gastrointestinal tract^9,27,28^. Within gastrointestinal tissues, tuft cell-derived IL25 promotes the activation of type 2 innate lymphoid cells (ILC2s), and their subsequent production of IL13 stimulates the expansion of tuft cells^20–22^.

Recent findings distinguish between ILC2s in resting and effector states^29,30^, which broadly correspond to natural (nILC2s) and inflammatory (iILC2s) cells^31^. Tissue-resident nILC2s are characterized by the expression of the IL33 receptor (ST2) and are involved in maintaining epithelial barrier homeostasis and repair^32–34^. In contrast, iILC2s lack ST2 receptor expression, and are recruited into mucosal tissues where they expand in situ in response to infection-associated IL25 signaling via their IL17RB receptor subunit^32,35,36^. Although ILC2s are best understood for their contribution to immune defense against intestinal parasites, they are increasingly recognized as a novel immune cell type regulating anti-tumor immune responses^37–41^. Moreover, IL33 responsive ILC2s have been linked to *Helicobacter pylori* driven gastric metaplasia in humans and mice^37^. In addition, IL33 activated ILC2s were proposed as a source of IL13 during chemically induced metaplasia^42,43^, with depletion of ILC2s resulting in reduced tuft cell hyperplasia and gastric metaplasia^43^. While ILC2s were found to be increased in the blood of gastric cancer patients^44^, little else is known about their interactions with gastric tumor development. Tuft cells and ILC2s have been implicated as a driver for epithelial stem cell proliferation and tissue remodeling in the small intestine^45,46^, however it remains unclear whether these cells contribute to the initiation and progression of GC. Here, we provide complementing evidence that a cytokine-supported tuft cell-ILC2 circuit, optimized to combat intestinal helminth infection, becomes coerced to underpin gastric metaplasia and cancer in mice, and remains evident as a therapeutic vulnerability in human GC.

## Results

### Tuft cells and ILC2s are increased during Spasmolytic polypeptide-expressing metaplasia (SPEM), a precursor to gastric cancer

Metaplasia is the leading risk factor for GC, while increased abundance of tuft cells and ILC2s in the gastric mucosa has been associated with *H. pylori* infection^47,48^ and metaplasia^43,49–51^. We therefore induced gastric metaplasia through administration of high dose tamoxifen (HDTmx; 250 mg/kg)^52^, which has been reported to induce a similar phenotype to that seen as a result of chronic *Helicobacter* infection^52–54^. Following treatment with HDTmx we observed the characteristic expansion of Gastric intrinsic factor (GIF)/GSII-lectin metaplastic cells, with concomitant trans-differentiation of gastric chief cells into a spasmolytic polypeptide-expressing metaplastic (SPEM) cell type represented by TFF2 expression (Supplementary Fig. 1a, b)^52^. Two days after HDTmx administration, the metaplastic transformation was characterized by an increased abundance of SiglecF^+^CD24^+^EpCAM^+^ tuft cells and KLRG1^**+**^CD90.2^+^ ILC2s when compared to vehicle-treated controls (Supplementary Fig. 1c, d). The increase in ILC2s was primarily attributed to the IL25-responsive iILC2 subpopulation (Supplementary Fig. 1e), rather than the IL33-responsive nILC2s cells (Supplementary Fig. 1f), suggesting that SPEM expands iILC2s independently of nILC2s. In addition, we observed increased epithelial proliferation and cell death alongside the development of SPEM (Supplementary Fig. 2a).

To clarify the functional contribution of tuft cells to metaplasia, we generated *BAC(Dclk1::CreERT2);Rosa26*^*DTA/+*^ mice to enable diphtheria toxin A (*DTA*)-dependent ablation in DCLK1-expressing tuft cells^55^. Accordingly, we obtained tuft cell-depleted (TC^Δ^) mice following induction of Cre recombinase activity in *BAC(Dclk1::CreERT2);Rosa26*^*DTA/+*^ mice either in response to low dose tamoxifen (LDTmx; 50 mg/kg,), or with HDTmx to simultaneously induce SPEM in the resulting TC^Δ^ mice (Fig. 1a). We observed partial protection from SPEM in mice of the HDTmx TC^Δ^ cohort that occurred in wild-type tuft cell proficient CreERT2-negative *Rosa26*^*DTA*^ (TC^WT^) mice (Fig. 1b). Indeed, while the TC^Δ^ mice from the HDTmx and LDTmx-treatment cohorts showed a more than 90% reduced abundance of gastric tuft cells (Fig. 1c), only the HDTmx TC^Δ^ cohort had a reduced presence of ILC2s (Fig. 1d). This difference was primarily accounted for by a reduction of the more abundant IL25-responsive iILC2s, rather than IL33-responsive nILC2s (Fig. 1e, f). Moreover, whilst the HDTmx-induced SPEM resulted in increased proliferation (Ki67) and cell death (Cleaved caspase 3) in the gastric mucosa compared to vehicle-treated TC^WT^ mice (Supplementary Fig. 2a), in HDTmx-treated TC^Δ^ mice there was reduced proliferation and increased cell death when compared to HDTmx-treated TC^WT^ mice (Supplementary Fig. 2b). Collectively, our results suggest that the loss of tuft cells and/or the associated reduction in ILC2s provides partial protection against the development of SPEM, while established SPEM is associated with a selective, and tuft cell-dependent increase of iILC2 in the gastric mucosa.

**Fig. 1:**
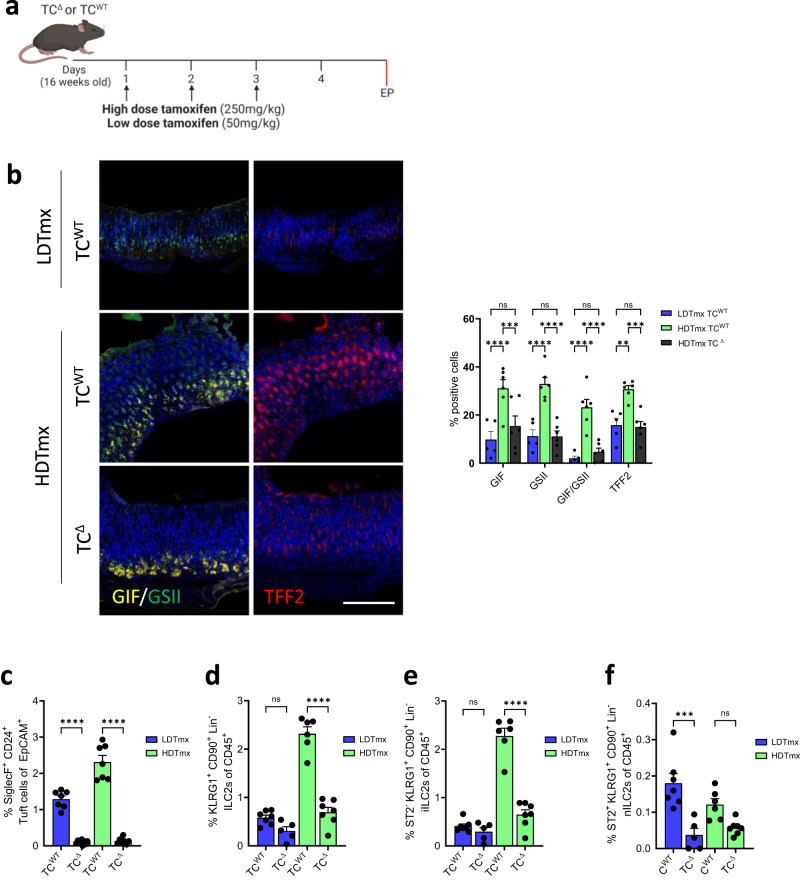
Ablation of tuft cells results in reduced ILC2s in both WT and HDTmx treated mice. **a** Schematic for experimental SPEM induction and tuft cell ablation. 16-week-old *BAC(Dclk1::CreERT2); Rosa26*^*DTA/+*^ (TC^Δ^) or CreERT2-negative *Rosa26*^*DTA*^ (TC^WT^) mice were treated with either HDTmx (250 mg/kg) once daily for 3 consecutive days to induce gastric spasmolytic polypeptide-expressing metaplasia (SPEM) and tuft cell ablation (in TC^Δ^ mice), or LDTmx (50 mg/kg) once daily for 3 consecutive days to induce tuft cell ablation (in *BAC(Dclk1::CreERT2);Rosa26*^*DTA/+*^ mice). EP = endpoint. Created with BioRender.com. **b** Representative Immunofluorescence staining and quantification of stomachs from TC^WT^ and TC^Δ^ mice following treatments as described in Fig. 1a and enumerated for Gastric intrinsic factor (GIF)/GSII-lectin positive and TFF2-positive SPEM cells. *N* = 5, 6 and 6 respectively. Scale bar = 200μm. (**c**) Flow-cytometry quantification of SiglecF^+^CD24^+^EpCAM^+^ tuft cells from stomachs of TC^WT^ and TC^Δ^ mice following treatment with LDTmx or HDTmx. *N* = 7, 9, 7 and 7 respectively. **d** Flow-cytometry quantification of KLRG1^+^CD90.2^+^Lineage^-^CD45^+^ ILC2s in stomachs of TC^WT^ and TC^Δ^ mice following treatment with LDTmx or HDTmx. *N* = 7, 5, 6 and 7 respectively. **e** Flow-cytometry quantification of ST2^-^KLRG1^+^CD90.2^+^Lineage^-^CD45^+^ ILC2s in stomachs of TC^WT^ and TC^Δ^ mice following treatment with LDTmx or HDTmx. *N* = 7, 5, 6 and 7 respectively. **f** Flow-cytometry quantification of ST2^+^KLRG1^+^CD90.2^+^Lineage^-^CD45^+^ ILC2s in stomachs of TC^WT^ and TC^Δ^ mice following treatment with LDTmx or HDTmx. *N* = 7, 5, 6 and 7 respectively. Data represents mean ± SEM, *p* values from one-way ANOVA and Tukey’s multiple comparisons tests **p < 0.01, ***p < 0.001, ****p < 0.0001, ns - not significant. Each symbol represents an individual mouse. Data is from two pooled experiments. Source data and exact *p* values are provided as a Source Data file.

### Tuft cells and ILC2s are increased during gastric tumor development

Given the strong association between cancer development and gastric metaplasia, we next explored the role of tuft cells and ILC2s during early stages of tumor development. To do this we utilised the *gp130*^*Y757F/ Y757F*^ (*gp130*^*F/F*^) mouse model, which spontaneously develop SPEM-associated intestinal-type gastric adenomas from 4 weeks of age (Supplementary Fig. 3a, b)^56^. These tumors develop due to the excessive activation of Stat3 in response to a tyrosine (Y) to phenylalanine (F) knock-in substitution mutation in the common IL6 family receptor gp130, preventing the binding of the negative regulator Suppressor of cytokine signaling (Socs3)^56^.

Indeed, when compared to the mucosa of wild-type *gp130*^*+/+*^ mice, we detected increased proportions of DCLK1^+^ and SiglecF^+^CD24^+^EpCAM^+^ tuft cells in the adenomas of *gp130*^*F/F*^ mice (Supplementary Fig. 3c, d), which coincided with an increased abundance of iILC2s, but not nILC2s (Supplementary Fig. 3e-g). We therefore explored whether tuft cells contributed to gastric adenoma formation by generating *gp130;*^*F/F*^*BAC(Dclk1::CreERT2);Rosa26*^*DTA/+*^ (*gp130*;^*F/F*^TC^Δ^) compound mutant mice to enable inducible tuft cell ablation in response to LDTmx. We observed smaller tumors in *gp130*;^*F/F*^TC^Δ^ mice compared to LDTmx-treated *gp130;*^*F/F*^*Rosa26*^*DTA/+*^ (*gp130;*^*F/F*^TC^WT^) mice that lack the Cre transgene (Fig. 2a–c). In addition, ILC2-deficient *gp130;*^*F/F*^*R5-IL5;*^*dtTomato-IRES-Cre*^*Rosa26*^*DTA/+*^ (*gp130*;^*F/F*^ILC2^Δ^) compound mutant mice had a reduced tumor burdens compared to ILC2-proficient *gp130*;^*F/F*^ILC2^WT^ mice (Fig. 2d). Consistent with the functional relationship between tuft cells and ILC2s observed during SPEM, we detected significantly fewer tuft cells in *gp130*;^*F/F*^ILC2^Δ^ mice compared to *gp130*;^*F/F*^ILC2^WT^ mice (Fig. 2e). Conversely, we observed a significant reduction in total ILC2s within the stomachs of *gp130;*^*F/F*^TC^Δ^ mice (Fig. 2f), which was attributed primarily to a reduced abundance of iILC2s (Fig. 2g, h). Finally, tumors from *gp130*;^*F/F*^ILC2^Δ^ and *gp130*;^*F/F*^TC^Δ^ mice showed reduced epithelial proliferation and increased cell death compared to tumors recovered from the corresponding LDTmx-treated *gp130*;^*F/F*^TC^WT^ and *gp130*;^*F/F*^ILC2^WT^ mice (Supplementary Fig. 4a, b). Collectively, this data provides a compelling argument that tuft cells and ILC2s directly promote the development of tumors through the same mechanism by which these cell types promote SPEM.

**Fig. 2:**
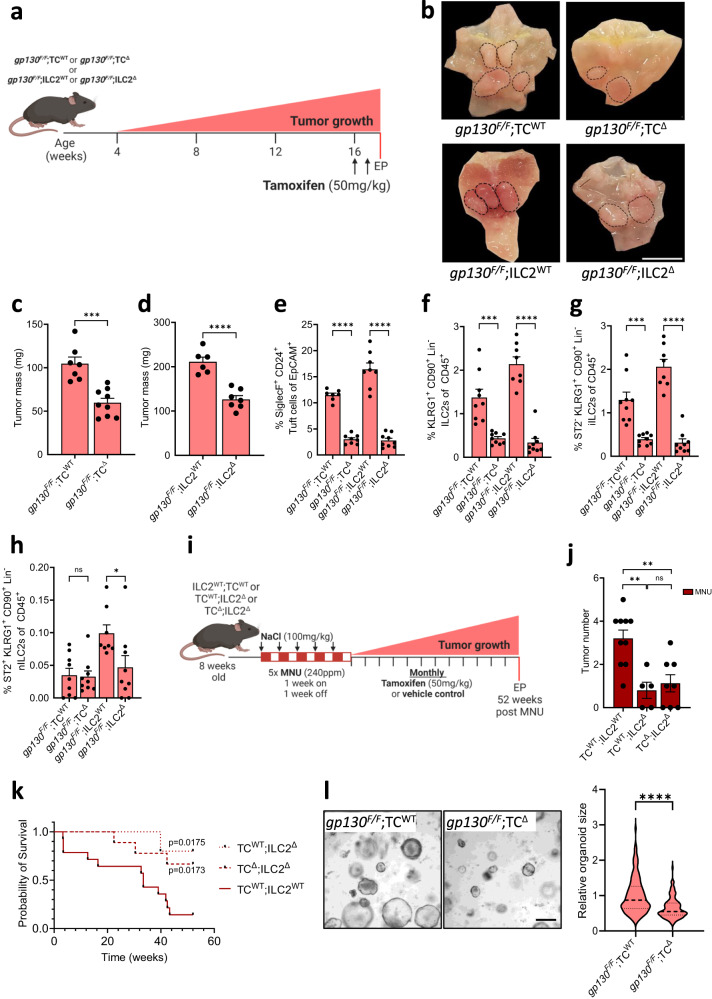
Genetic ablation of tuft cell reduces gastric adenoma growth. **a** Schematic outline of the genetic mouse models used to ablate tuft cells and ILC2s. Tuft cell ablation was achieved in *gp130*;^*F/F*^TC^Δ^ mice and compared against *gp130*;^*F/F*^TC^WT^ littermate controls. Constitutive ILC2 ablation in *gp130*;^*F/F*^ILC2^Δ^ mice were compared against *gp130*;^*F/F*^ILC2^WT^ littermate controls. All cohorts were given two injections of tamoxifen to induce tuft cell ablation at 16-weeks of age. EP = endpoint. **b** Representative wholemounts of stomachs of *gp130*^*F/F*^ compound mutant mice as described in Fig. 2a. Black dotted circles indicate tumors. Scale bar = 8 mm. **c** Tumor mass of 17-week-old compound-mutant *gp130*^*F/F*^ mice following genetic tuft cell ablation (*gp130*;^*F/F*^TC^Δ^) compared to Tmx-treated *gp130*;^*F/F*^TC^WT^. *N* = 7 and 9 respectively. **d** Tumor mass of 17-week-old ILC2^Δ^ compared to age matched ILC2^WT^. *N* = 6 and 7 respectively. **e** Flow-cytometry quantification of SiglecF^+^ CD24^+^ EpCAM^+^ tuft cells in tumors of the indicated genotypes treated as described in Fig. 2a. *N* = 7, 8, 8 and 9 respectively. **f** Flow-cytometry quantification of ILC2s as KLRG1^+^CD90.2^+^Lineage^-^CD45^+^ in tumors of the indicated genotypes treated as described in Fig. 2a. *N* = 9, 9, 8 and 9 respectively. **g**, **h** Flow-cytometry quantification of iILC2s and nILC2s in tumors of the indicated genotypes treated as described in Fig. 2a. *N* = 9, 9, 8 and 9 respectively. **i** Schematic outline of the MNU/NaCl-induced GC mouse model and experimental mouse strains. TC;^Δ^ILC2^Δ^, TC;^WT^ILC2^Δ^, and ILC2;^WT^TC^WT^ mice were treated with MNU for 5 alternating weeks, then were aged for 52 weeks with monthly tamoxifen injections to ablate tuft cells. EP = endpoint. Created with BioRender.com. **j** Quantification of tumor numbers in MNU/NaCl-treated mice as described in Fig. 2i. *N* = 10, 5 and 8 respectively. **k** Kaplan–Meier survival analysis of MNU/NaCl-treated mice, TC;^WT^ILC2^Δ^ *p = 0.0175 (cp to TC;^WT^ ILC2^WT^), TC;^Δ^ILC2^Δ^ *p = 0.0173 (cp to TC;^WT^ILC2^WT^, Mantel-Cox test). *N* = 14, 5 and 9 respectively. **l** Representative images and quantification of relative organoid diameter of 10-day old organoids derived from, *gp130*;^*F/F*^TC^WT^ and *gp130*;^*F/F*^TC^Δ^ mice. Scale bar = 300μm. *n* = 288 and 116 respectively. Data represents mean ± SEM, *p* values from two-sided Student’s *t*-test or one-way ANOVA and Tukey’s multiple comparisons tests *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, ns - not significant. Each symbol represents an individual mouse. All Data is from two pooled experiments. Source data and exact *p* values are provided as a Source Data file.

To explore the contribution of tuft cells and ILC2s to the formation of SPEM-independent sporadic gastric cancer, we utilised the N-Methyl-N-Nitrosourea (MNU) model^57^, and administered this carcinogen to ILC2-deficient *R5-IL5;*^*dtTomato-IRES-Cre*^*LSL-Rosa26*^*DTA*^ mice (referred to as TC;^WT^ILC2^Δ^ mice^58^) or compound mutant mice to achieve simultaneous ablation of ILC2 and tuft cell (TC;^Δ^ILC2^Δ^) (Fig. 2i). Compared to ILC2- and tuft cell-proficient TC;^WT^ILC2^WT^ mice, we observed fewer gastric adenocarcinomas in TC;^WT^ILC2^Δ^ and TC;^Δ^ILC2^Δ^ mice (Fig. 2j), which correlated with their prolonged survival compared to carcinogen-challenged TC;^WT^ILC2^WT^ mice (Fig. 2k).

To unambiguously validate tuft cells as the population that promotes tumor growth, we established epithelial organoids from the gastric tumors of g*p130*;^*F/F*^TC^Δ^ mice. As a result we observed significantly reduced growth of tuft cell-deficient g*p130*;^*F/F*^TC^Δ^ organoids, when compared to their corresponding tuft cell-proficient g*p130*;^*F/F*^TC^WT^ counterparts (Fig. 2l).

Collectively, we surmise from these observations that ILC2s serve as key enablers of gastric adenocarcinoma formation by directly regulating the abundance of tuft cells that laterally promote the growth of transformed gastric epithelium.

### Tuft cell - ILC2 signaling is primarily through IL13 and IL25

The increased abundance of tuft cells and ILC2s in the gastric mucosa and adenomas of *gp130*^*F/F*^ mice is reminiscent of an intestinal anti-helminth immune response, where the detection of helminth metabolites by tuft cells results in the secretion of IL25 and associated expansion of intestinal iILC2s^23,45^. In turn, iILC2s secrete IL13 which promotes the differentiation of intestinal progenitor cells towards goblet cell and tuft cell lineages^20–22^. To confirm the existence of a similar mechanism in response to SPEM, we treated wild-type *gp130*^*+/+*^ mice with HDTmx and measured the expression levels of the tuft cell and ILC2 markers *Dclk1* and *Gata3*, alongside their corresponding cytokines *Il25* and *Il13*, finding that all are increase during SPEM (Supplementary Fig. 5a). We then confirmed the role of tuft cells in maintaining this circuit during SPEM, finding that *Gata3* and *Il13* expression was impaired in HDTmx-treated TC^Δ^ mice (Supplementary Fig. 5b). Likewise, we observed elevated expression of *Dclk1*, *Il25*, *Gata3* and *Il13* in tumors collected from either *gp130*^*F/F*^ mice, or from MNU-treated mice (Supplementary Fig. 5c–d). This was reversed in tumors recovered from the corresponding tuft cell-deficient *gp130;*^*F/F*^TC^Δ^ mice as well as from ILC2-deficient *gp130;*^*F/F*^ILC2^Δ^ mice (Supplementary Fig. 5e–f).

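Single-cell RNA was sequenced from 4 libraries, 1 each from the corpus and the antrum of *gp130*+/+ and *gp130* F/F mice. The corpus carries the acid- and pepsinogen-secreting glands of the stomach, and the antrum its mucous and gastrin-secreting glands. CD45.2+ immune cells and EpCAM+ epithelial cells were sorted and pooled from 10 mice per genotype. The sort sets the ratio of immune to epithelial cells, so each share was taken within immune or within epithelial cells. The paper gives an age of 12 weeks and tumors as the source of the *gp130* F/F cells, whereas the sample labels give 8 to 12 weeks, name stomach together with tumor and split each genotype by region. The authors counted unique molecular identifiers (UMIs) of 3′ transcript ends and deposited natural-log values scaled to 10000 UMIs per cell, from which the UMI counts were recovered. All 7627 corpus and 3130 antrum cells of *gp130* F/F mice were used. For *gp130*+/+ mice the named matrix was complete for 3563 of 6951 corpus barcodes and 5610 of 10813 antrum barcodes, the later ones in alphabetical order and not a random draw. The libraries held 40530627 (*gp130* F/F corpus), 13712950 (*gp130* F/F antrum), 19779357 (*gp130*+/+ corpus) and 26884093 (*gp130*+/+ antrum) UMIs, with medians of 4876, 1657.5, 4836 and 4411 UMIs per cell. The cells formed 33 clusters, which were named from marker genes fixed before the data were examined, and names such as tuft-like mark this origin. *Il13*, *Il13ra1*, *Il4ra*, *Il25* and *Il17rb* were kept out of the clustering. Expression was summed per class and is given as CPM (UMIs scaled to a common total for the class), with an exact 95% Poisson interval. With 1 library per genotype and region there were no replicates, so no difference between genotypes was tested, and all intervals cover counting error only.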

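Tuft cells are chemosensory epithelial cells that release IL25, and in these libraries they made up 13.0% of the epithelial cells of *gp130* F/F mice (738 of 5679, exact Clopper-Pearson 95% interval 12.1 to 13.9) and 7.72% of those of *gp130*+/+ mice (492 of 6374, interval 7.08 to 8.40). In the corpus, 14.1% of *gp130* F/F epithelial cells were tuft-like (657 of 4667), against 5.36% in *gp130*+/+ mice (135 of 2518). In the antrum the shares were 8.00% in *gp130* F/F mice (81 of 1012, interval 6.41 to 9.85) and 9.26% in *gp130*+/+ mice (357 of 3856, interval 8.36 to 10.2), a difference within the counting error. *Dclk1*, a kinase gene used as a tuft cell marker (gene 13175, chromosome 3 of GRCm38.p6 from 55242303 to 55539068), stood at 3655 CPM in *gp130* F/F and 3230 in *gp130*+/+ tuft-like cells. Tuft-like cells formed a cluster of 1162 cells and a smaller one of 68 cells, 61 of them from the *gp130* F/F corpus, in which 92.6% of cells also held UMIs of the leukocyte gene *Ptprc*, against 52.1% in the larger one. Pit-like cells, which line the gastric surface, made up 12.1% of *gp130* F/F and 38.1% of *gp130*+/+ epithelial cells. When tuft cells were called instead by a 95th percentile rule like the paper's, on the markers fixed here, the shares were 11.0% and 5.80% with the percentile taken over all cells and 7.57% and 2.71% with it taken over epithelial cells, and the antrum share was 0.689 and 2.73 percentage points higher in *gp130* F/F mice. Such a rule fixes the number of cells called over both genotypes (997 and 603), so only their split between groups can vary. The antrum difference also turned when classes were left out of the denominator, to 5.44 points without enterocyte-like and goblet-like cells, 0.870 without metaplastic-like cells and 16.1 without all of these, choices made after seeing the data in which leaving out a class that is larger in *gp130* F/F mice raises the share by arithmetic.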

To demonstrate the responsiveness of tuft cells and ILC2s to IL13 and IL25, respectively, we pooled and FACs-purified CD45.2^+^ hemopoietic and EpCAM^+^ epithelial cells isolated from stomachs of 10 wild-type *gp130*^*+/+*^ and from tumors of 10 *gp130*^*F/F*^ mice for single-cell transcriptomic analysis (Fig. 3a). tSNE-clustering classified 6.1% of all viable EpCAM^+^ cells in *gp130*^*F/F*^ mice as tuft cells compared to 4.3% in *gp130*^*+/+*^ mice (Fig. 3b). 

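*Il13ra1* encodes the IL13-binding chain of the receptor through which IL13 acts on epithelium (gene 16164, chromosome X of GRCm38.p6 from 36112108 to 36171262). Tuft-like cells had the highest *Il13ra1* level of all classes of at least 20 cells in each of the 4 libraries. The level was 475 CPM in the *gp130* F/F corpus (95% Poisson interval 453 to 497), 371 in the *gp130* F/F antrum (326 to 421), 346 in the *gp130*+/+ corpus (303 to 394) and 304 in the *gp130*+/+ antrum (277 to 332). The class ranking next differed by library, with macrophage-like cells at 183 in the *gp130* F/F corpus and 74.7 in the *gp130*+/+ corpus, neutrophil-like cells at 177 in the *gp130* F/F antrum and goblet-like cells at 115 in the *gp130*+/+ antrum. Macrophage-like cells of the corpus also held the tuft cell marker *Dclk1*, at 821 and 218 CPM against 3636 and 3478 in tuft-like cells. How much of their *Il13ra1* is tuft cell RNA was not determined. Lymphoid cells lay far lower in *Il13ra1*, with T-like cells at 6.96 in *gp130* F/F and 4.36 in *gp130*+/+ mice. No *Il13ra1* UMI was seen in ILC2-like cells, which allows up to 79.0 CPM in *gp130* F/F and 104 in *gp130*+/+ mice. Against all other epithelial cells of the same library, tuft-like cells were higher in 4 of 4 libraries, with a log2 fold change of 3.11 (standard error 0.20, adjusted p = 7.0e-05 from limma with library as a block). Between genotypes, the log2 ratio of *gp130* F/F over *gp130*+/+ tuft-like cells was 0.45 in the corpus (interval 0.26 to 0.66) and 0.29 in the antrum (0.06 to 0.52). Against enterocyte-like cells, the epithelial class with the next highest level over the libraries, the fold change was smaller, at 1.76 on the log2 scale in 3 of 3 libraries (adjusted p = 0.00012).

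**Figure D1:**
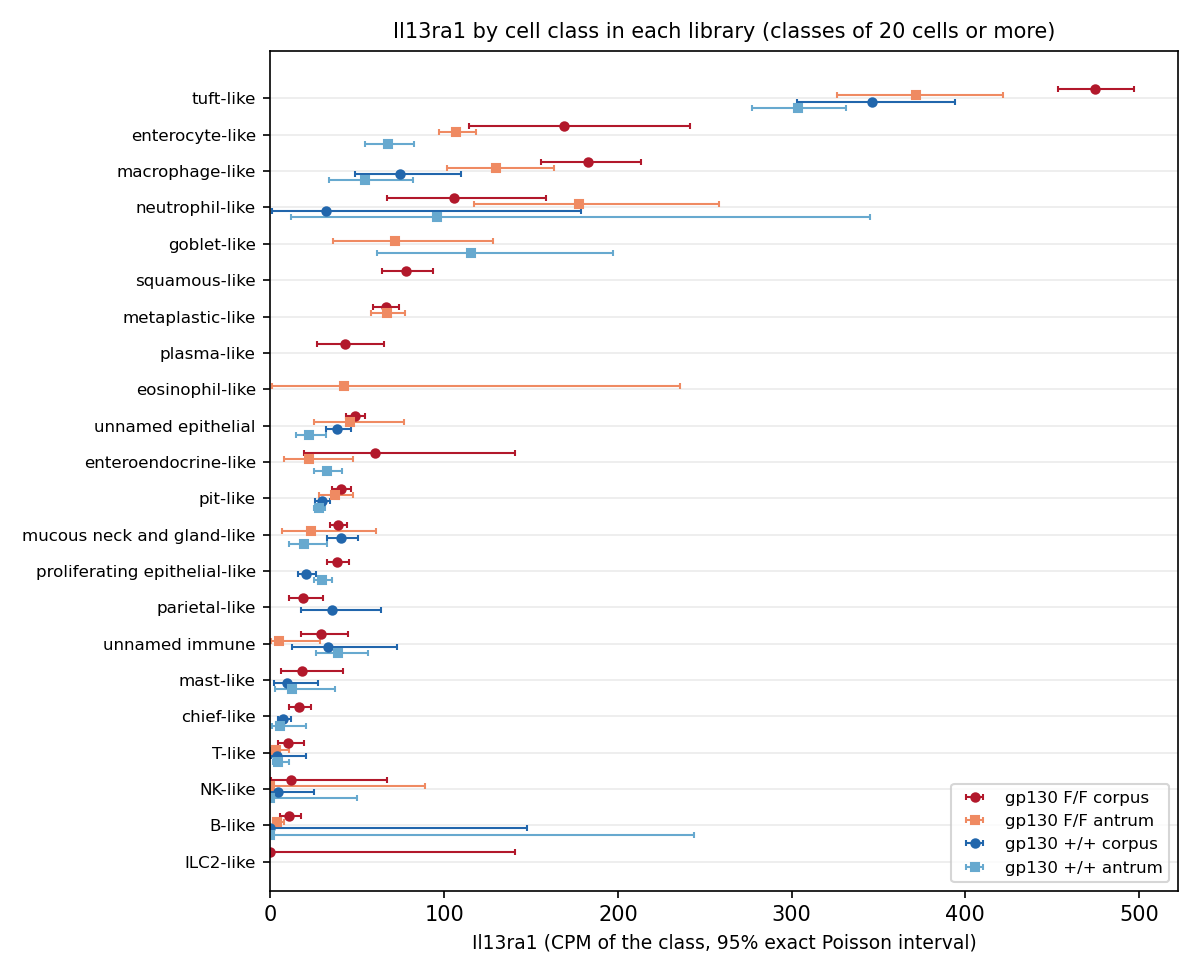
*Il13ra1* CPM of each class, by library, with exact 95% Poisson intervals, for classes of at least 20 cells. Tuft-like cells lie between 304 and 475 CPM in the 4 libraries, above the points of every other class of the same library, and the interval of the 22 neutrophil-like cells of the *gp130*+/+ antrum overlaps that of tuft-like cells.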

Irrespective of genotype, tuft cells accounted for the cell type with the highest expression of the *Il13ra1* gene (encoding the IL13 receptor) (Fig. 3c). 

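ILC2s are innate lymphocytes that respond to IL25 and IL33, and 31 of 5050 immune cells of *gp130* F/F mice were ILC2-like (0.614%, exact binomial interval 0.417 to 0.870) against 22 of 2794 in *gp130*+/+ mice (0.787%, interval 0.494 to 1.19). In the corpus they were 0.779% of *gp130* F/F (23 cells) and 1.63% of *gp130*+/+ immune cells (17 cells). In the antrum they were 0.381% (8 cells, interval 0.165 to 0.750) and 0.286% (5 cells, 0.0929 to 0.666), a difference within the counting error. *Il17rb*, a chain of the IL25 receptor (gene 50905, chromosome 14 of GRCm38.p6 from 29996168 to 30008896), was highest in ILC2-like cells of both genotypes, at 974 CPM in *gp130* F/F mice (37 UMIs, interval 686 to 1343) and 556 in *gp130*+/+ mice (16 UMIs, interval 318 to 903). Other immune classes lay far lower, with macrophage-like cells at 8.28 and 10.6 CPM, neutrophil-like cells of *gp130* F/F mice at 8.11 and T-like cells at 3.80 and 2.91. Macrophage-like cells also held *Dclk1*, at 503 and 277 CPM, and tuft cell RNA was not separated from their *Il17rb*. *Gata3*, the transcription factor gene used as an ILC2 marker (gene 14462, chromosome 2 from 9857078 to 9887953), stood at 1290 and 1843 CPM in ILC2-like cells. Tuft-like cells held more *Il17rb* UMIs in total than the rarer ILC2-like cells, 517 against 53 of 682. Against the other immune cells of the same library, *Il17rb* was higher in ILC2-like cells in 4 of 4 libraries, with a log2 fold change of 2.18 (standard error 0.24, adjusted p = 3.2e-05 from limma), a size that depends on the pseudocount of 206 CPM, 1 UMI of the shallowest sum, and reached 7.50 with a pseudocount of 1. The B-like share of immune cells was 51.7% in *gp130* F/F and 1.86% in *gp130*+/+ mice, and over the other immune cells alone, a denominator chosen after seeing the data, the ILC2-like shares were 1.27% and 0.802%, while in the corpus the share stayed lower in *gp130* F/F mice. With cells called by 3 ILC2 markers instead of by cluster the ILC2-like shares of all immune cells were 0.396% and 1.29%, and in the antrum 0.0953% and 0.286%.

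**Figure D2:**
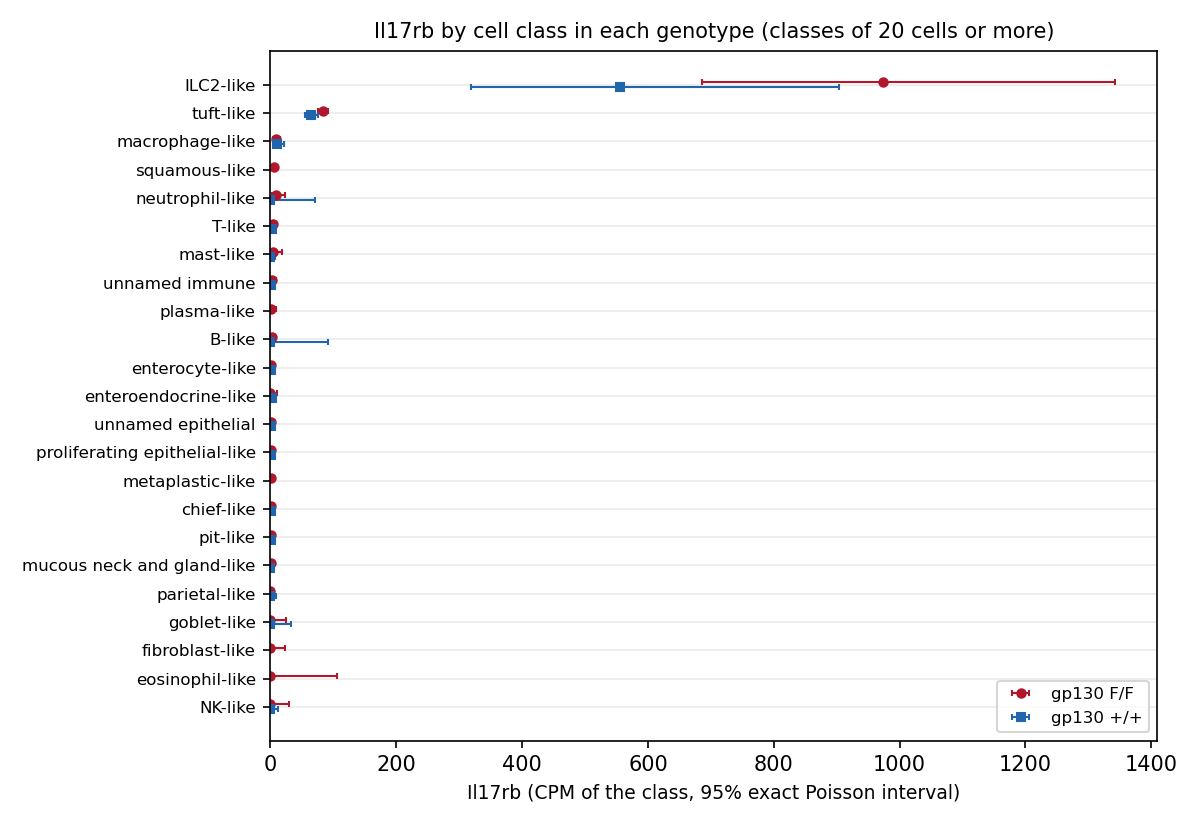
*Il17rb* CPM of each class in *gp130* F/F and *gp130*+/+ mice, with exact 95% Poisson intervals, for classes of at least 20 cells. ILC2-like cells lie highest, at 974 and 556 CPM, followed by tuft-like cells.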

Meanwhile, ILC2s accounted for 0.42% and 0.19% of all CD45.2^+^ cells in tumors of *gp130*^*F/F*^ and gastric mucosa of *gp130*^*+/+*^ mice (Fig. 3b), and ILC2s were the dominant cell population to express the IL25 receptor gene *Il17rb* (Fig. 3c). As we were unable to detect IL13 expression across our single cell datasets, we FACs-purified tuft cells and ILC2s from the stomachs of *gp130*^*+/+*^ and *gp130*^*F/F*^ mice, as well as the remaining epithelial cells and CD45^+^ immune cells. 

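*Il13*, the type 2 cytokine gene (gene 16163, chromosome 11 of GRCm38.p6 from 53631323 to 53634702), was rare in the single-cell libraries, with 29 UMIs in 26 of 19930 cells. This is 0.287 CPM (95% Poisson interval 0.192 to 0.413). Among them, 11 UMIs lay in 9 of the 53 ILC2-like cells (17.0%, at a median of 1126 UMIs per cell) and 12 in 11 of 665 mast-like cells (1.65%, at a median of 732). No T-like cell held an *Il13* UMI at a similar depth (0 of 2654 cells, median 951 UMIs), which allows a share of cells with an *Il13* UMI of up to 0.113%. No *Il13* UMI was seen in the 1230 tuft-like cells either, which allows a share with a UMI of up to 0.244%, and neither value limits the share of cells that express the gene. ILC2-like cells held 4 UMIs in *gp130* F/F mice (105 CPM, interval 28.7 to 269.6) and 7 in *gp130*+/+ mice (243, interval 97.8 to 501), and a genotype difference was not detectable at these counts.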

Analysing these populations we found that tuft cells expressed significantly more *Dclk1*, *Il25,* and *Il13Ra1* transcripts than their (tuft cell-depleted) EpCAM^+^ epithelial counterparts (Fig. 3d). In addition, we observed that *Il13* was predominantly expressed in *gp130*^*F/F*^ ILC2s, while expression of *Gata3* and *Il17rb* was increased in ILC2s compared to (ILC2-depleted) CD45^+^ cells isolated from *gp130*^*+/+*^ and *gp130*^*F/F*^ mice (Fig. 3e). Together this data leads us to conclude that gastric tuft cells and ILC2s, like their intestinal counterparts, are the primary source of IL25 and IL13 during SPEM and gastric tumor development.

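*Il25*, which encodes the cytokine that activates ILC2s (gene 140806, chromosome 14 of GRCm38.p6 from 54932695 to 54935837), was held mostly by tuft-like cells, with 489 of its 527 UMIs. Its level in tuft-like cells was 73.6 CPM in *gp130* F/F mice (327 UMIs, interval 65.8 to 82.0) and 70.6 in *gp130*+/+ mice (162 UMIs, interval 60.2 to 82.4). All other epithelial cells together held 6 UMIs in each genotype, at 0.146 and 0.149 CPM. The log2 fold change of tuft-like over other epithelial cells was 5.54 (standard error 0.22, adjusted p = 8.9e-06 from limma, higher in 4 of 4 libraries). Between genotypes, the log2 ratio of *gp130* F/F over *gp130*+/+ tuft-like cells was −0.57 in the corpus (interval −0.95 to −0.18) and 0.44 in the antrum (−0.10 to 0.96, and −0.32 with cells thinned to 1000 UMIs). Macrophage-like cells held 18 *Il25* UMIs in *gp130* F/F and 7 in *gp130*+/+ mice, and in the *gp130* F/F corpus each of these UMIs lay in a cell that also held at least 3 tuft cell markers. For *Il13*, ILC2-like and mast-like cells held most of the few UMIs. The paper went on to qRT-PCR of sorted tuft cells, ILC2s and the remaining cells because IL13 was not seen in the single-cell data, and from both kinds of data it concludes that tuft cells and ILC2s are the main producers of IL25 and IL13 in metaplasia and tumors of the stomach.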

**Fig. 3:**
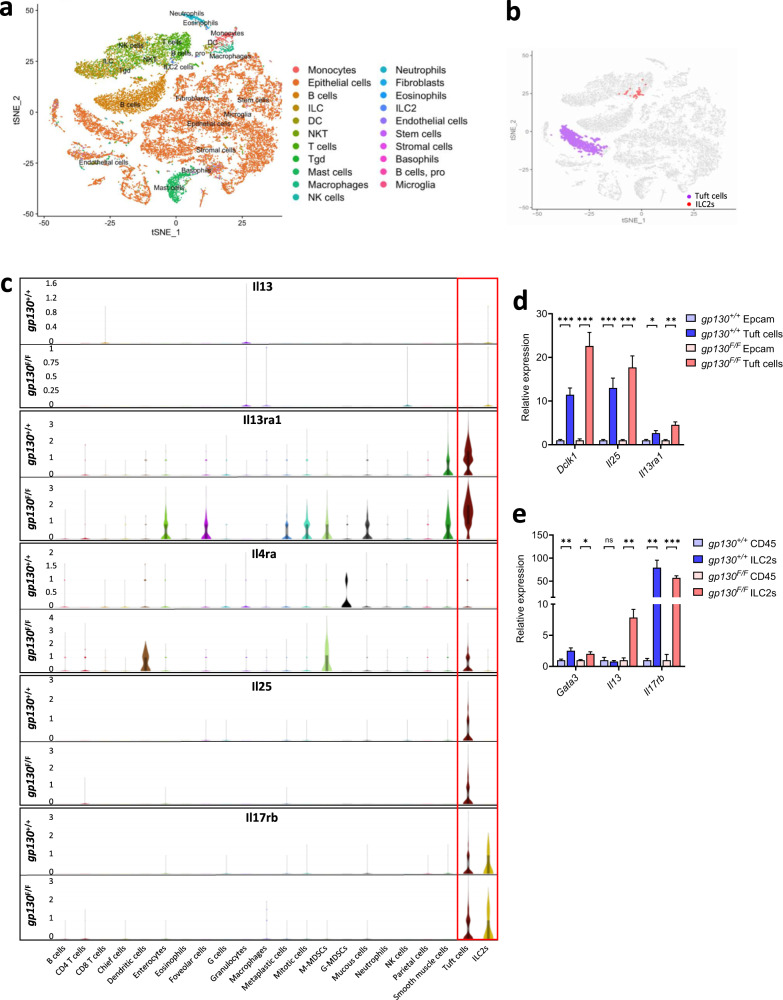
Tuft cells and ILC2s promote tumor growth via IL25 and IL13 signaling. **a** t-SNE plot representing cell populations identified through unbiased cell clustering of pooled CD45.2^+^ and EpCAM^+^ cells sorted from gastric tissue and tumors of *gp130*^*+/+*^ (*n* = 10) and *gp130*^*F/F*^ (*n* = 10) mice. **b** Cell clusters identified as tuft cells (purple) or ILC2s (red) using SingleR against the ImmGene database. **c** Violin plots displaying the distribution and expression of *Il13*, *Il13ra1, Il4ra*, *Il25*, and *Il17rb* across immune and epithelial cell populations of *gp130*^*+/+*^ and *gp130*^*F/F*^ mice. **d** qRT-PCR analysis of *gp130*^*+/+*^ and *gp130*^*F/F*^ sorted EpCAM^+^ and tuft cells (SiglecF^+^CD24^+^) for the expression of tuft cell genes *Dclk1, Il25* and *Il13ra1* (*n* = 6 mice). **e** qRT-PCR analysis of *gp130*^*+/+*^ and *gp130*^*F/F*^ sorted CD45^+^ and ILC2s for the expression of *Gata3*, *Il13*, and *Il17rb* (*n* = 6 mice). Data represents mean ± SEM, *p* values from two-sided Student’s *t*-test or one-way ANOVA and Tukey’s multiple comparisons tests *p < 0.05, **p < 0.01, ***p < 0.001, ns - not significant. Source data and exact *p* values are provided as a Source Data file.

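*Il4ra* encodes the receptor chain that IL13 and IL4 signaling share (gene 16190, chromosome 7 of GRCm38.p6 from 125552271 to 125579474), and its UMIs were spread over immune and epithelial cells. In *gp130* F/F mice the level was 214 CPM in macrophage-like, 147 in B-like, 114 in eosinophil-like (4 UMIs, interval 31.1 to 292), 113 in mast-like, 111 in squamous-like, 96.3 in NK-like, 86.5 in neutrophil-like, 84.6 in metaplastic-like, 77.8 in T-like and 65.0 in tuft-like cells (interval 57.8 to 73.0). In *gp130*+/+ mice it was 125 in B-like, 76.7 in neutrophil-like, 68.2 in mast-like, 59.7 in macrophage-like, 54.5 in NK-like and 41.0 in tuft-like cells (interval 33.1 to 50.1). Tuft-like cells were above the other epithelial cells of their library in 4 of 4 libraries, with a log2 fold change of 1.5 (standard error 0.31, adjusted p = 0.0070 from limma). The 4 fold changes ranged from 0.34 in the *gp130* F/F antrum to 2.16 in the *gp130*+/+ corpus. Against enterocyte-like cells alone, a comparison chosen after seeing the data, the fold change was 0.57 and not past the threshold (adjusted p = 0.10, higher in 2 of 3 libraries). Between genotypes, the log2 ratio of *gp130* F/F over *gp130*+/+ in epithelial cells other than tuft-like cells was 1.87 in the corpus (interval 1.58 to 2.16) and 2.44 in the antrum (2.20 to 2.69). Their *Il4ra* level was 29.4 CPM in *gp130* F/F and 7.88 in *gp130*+/+ mice. No *Il4ra* UMI was seen in ILC2-like cells, which allows up to 79.0 CPM in *gp130* F/F and 104 in *gp130*+/+ mice.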

### Pharmacologic inhibition of the tuft cell - ILC2 circuit reduces gastric tumor growth

Due to the established link between IL25 and IL13, as well as the functional requirement we established for tuft cells and ILC2s during gastric metaplasia and tumor growth (Figs. 1–3), we next investigated the extent by which these cytokines promote epithelial growth. Consistent with the expression of *Il13ra1* and *Il17rb* on tuft cells, IL25 or IL13 stimulation of tumor organoids increased their size, while treatment of organoids with an α-IL25 neutralizing antibody resulted in reduced organoid growth (Fig. 4a). To explore whether these in vitro dependencies of gastric tumor organoids could translate to therapeutic approaches in vivo, we treated tumor-bearing *gp130*^*F/F*^ mice with α-IL13 or α-IL25 neutralizing antibodies (Fig. 5a). We observed smaller tumors in mice that had undergone either treatment (Fig. 5b–d). Consistent with a role for IL13 and IL25 in establishing a tumor promoting feed-forward circuit involving tuft cells and ILC2s, tumors from antibody-treated mice showed reduced proportions of tuft cells (Fig. 5e, f) and iILC2s (Fig. 5g, h), as well as diminished expression of the corresponding cell type-specific genes *Dclk1*/*Il25* and *Gata3*/*Il13* (Supplementary Fig. 5g, h). In addition, we observed reduced epithelial staining for Ki67 and increased presence of cleaved caspase 3 in these tumors when compared to tumors of IgG-treated *gp130*^*F/F*^ mice (Supplementary Fig. 6a, b). From this data, we surmise that tuft cell-derived IL25, and ILC2-produced IL13 support gastric tumor progression through the establishment of a feed-forward circuit comprising epithelial tuft cell in the tumor and hematopoietic ILC2s in the tumor microenvironment to collectively sustains epithelial proliferation and survival of gastric tumor cells.

**Fig. 4:**
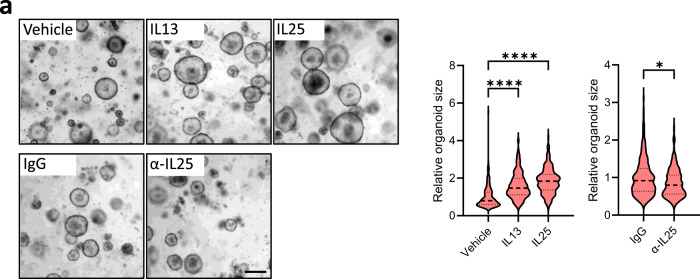
Inhibiting tuft cell-driven IL25 signaling inhibits the formation and growth of gastric tumor organoids. **a** Representative images and quantification of relative organoid diameter of 10-day-old organoids derived from *gp130*^*F/F*^ tumors and treated with either PBS (vehicle), IgG, IL13, IL25, or α-IL25 at 20 ng/ml for 7 days. Scale bar = 300 μm. Organoid *n* = 217 (vehicle), 325 (IL13), 322 (IL25), 293 (IgG) and 241 (α-IL25). Created with BioRender.com. Data represents mean ± SEM, *p* values from two-sided Student’s *t*-test *p < 0.05, ****p < 0.0001. Data is from two pooled experiments, each comprising 4 domes of organoids per group. Source data and exact p values are provided as a Source Data file.

**Fig. 5:**
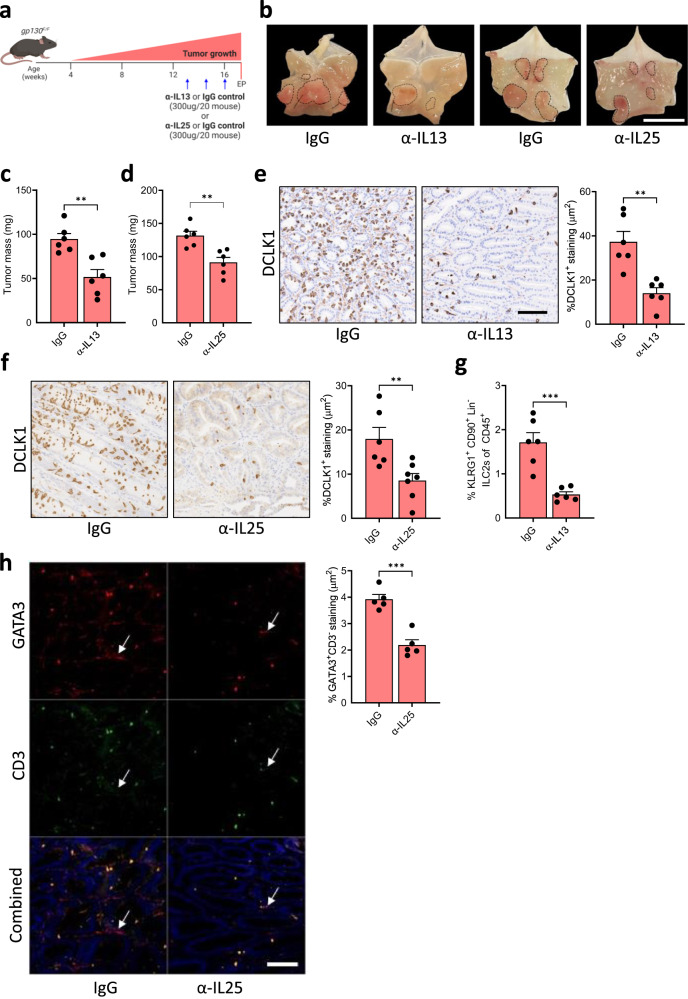
Pharmacologic inhibition of the tuft cell-ILC2 circuit reduces gastric tumor growth. **a** Schematic outline of the antibody-mediated blockade of IL13 or IL25. 13-week-old mice were treated with either α-IL13, α-IL25 or a matched IgG isotype control (300 μg/20 g mouse, once weekly for 3 weeks). Mice were culled one week after the third injection. EP = endpoint. **b** Representative images of *gp130*^*F/F*^ stomachs treated as described in Fig. 3a. Dotted circles indicate tumors. Scale bar = 8 mm. **c** Tumor mass of *gp130*^*F/F*^ mice following treatment with α-IL13 or a matched IgG isotype control. *N* = 6 and 6 respectively. **d** Tumor mass of *gp130*^*F/F*^ mice following treatment with α-IL25 or a matched IgG isotype control. *N* = 6 and 6 respectively. **e** IHC staining and quantification of DCLK1^+^ tuft cells in α-IL13 and IgG treated *gp130*^*F/F*^ mice. Scale bar = 300 μm. *N* = 6 and 6 respectively. **f** IHC staining quantification of DCLK1^+^ tuft cells in α-IL25 and IgG treated *gp130*^*F/F*^ mice. Scale bar = 300 μm. *N* = 6 and 7 respectively. **g** Flow-cytometry quantification of KLRG1^+^CD90.2^+^Lineage^−^ CD45^+^ ILC2s in tumors of *gp130*^*F/F*^ mice treated with α-IL13 or a matched IgG isotype control. *N* = 6 and 6 respectively. **h** Immunofluorescence (IF) staining and quantification of Gata3^+^CD3^-^ ILC2s in tumors of *gp130*^*F/F*^ mice treated with α-IL25 or a matched IgG control. Arrows indicate ILC2s. Scale bar = 100 μm. *N* = 5 and 5 respectively. Data represents mean ± SEM, *p* values from two-sided Student’s *t*-test *p < 0.05, **p < 0.01, ***p < 0.001. Each symbol represents an individual mouse. Data is from two pooled experiments. Source data and exact *p* values are provided as a Source Data file.

### Abundance of tuft cells and ILC2 correlate with GC patient survival

The involvement of tuft cells and ILC2s during SPEM and GC in mice, prompted us to investigate whether a gastric tuft cell-ILC2 signaling circuit is also present in humans and if it could predict clinical outcome in GC patients. As such, we interrogated survival data from both diffuse type and intestinal type gastric cancer of disease separately using our manually curated gene signatures for human tuft cell (*ChAT, IL25, POU2F3, TSLP, ALOX5, COX1,* and *AVIL)*^59^, and ILC2s (*GATA3, IL13, ICOS, KLRG1, CRTH2, IL5,* and *IL4*). Indeed, we found significant correlation for both signatures and survival for the intestinal-type GC cohort (Fig. 6a). By contrast, we observed a much weaker correlation between our TC signature and survival in the diffuse-type GC cohort and the latter showed no correlation with our ILC2 signature (Fig. 6b). Given the association of SPEM with intestinal-type rather than the diffuse-type of GC in humans, and to substantiate the striking correlation between expression signatures and patient outcomes for intestinal-type GC, we used multiplex immunohistochemistry on tissue microarrays of intestinal-type GC to identify GATA3^+^CD3^-^ ILC2s and choline O-acetyltransferase (ChAT^+^) tuft cells, respectively^57,60^. This analysis revealed strong co-existence of ILC2 and tuft cells in 40% of specimen, compared to 20% or less of specimen showing expression of only one of these makers (Fig. 6c, Supplementary Fig. 7a). We therefore propose that the pro-tumorigenic tuft cell-ILC2 circuit in mice remains conserved in humans and is likely to functionally contribute to the progression of human intestinal-type GC (Fig. 6d), and by extension may provide therapeutic targets akin to those we identified in mice.

**Fig. 6:**
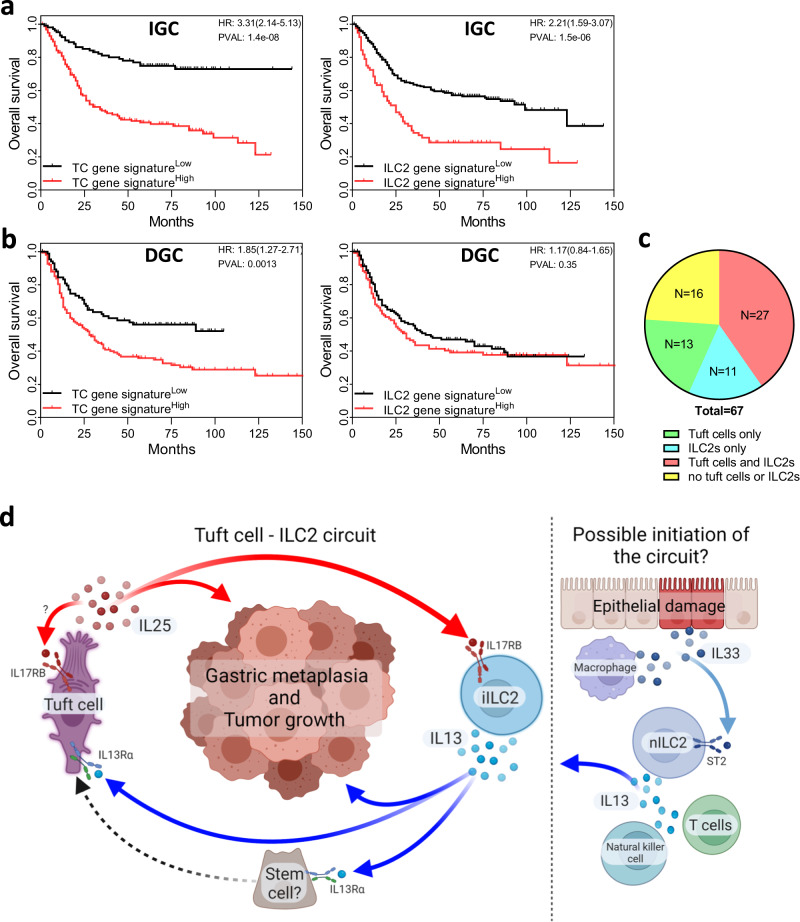
Tuft cells and ILC2 are involved in human GC. **a**, **b** Kaplan–Meier survival analysis for intestinal-type (IGC) and diffuse-type (DGC) GC patients segregated at the median level of gene expression for tuft cell (*ChAT, IL25, POU2F3, TSLP, ALOX5, COX1*, and *AVIL*) and ILC2 (*GATA3, IL13, ICOS, KLRG1, CRTH2, IL5*, and *IL4*) gene signatures. Data represents Kaplan–Meier plots depicting overall survival of GC patients from the GSE14210 (*n* = 145), GSE15459 (n-200), GSE22377 (n-43), GSE29272 (*n* = 268), GSE51105 (*n* = 94) and GSE62254 (*n* = 300) datasets. *P* value calculated with the Log-rank (Mantel-Cox) test. **c** Quantification of tuft cells and/or ILC2s in human intestinal-type GC tumor microarrays (Supplementary Fig. 8a) (*n* = 67 patients). **d** Tuft cell and ILC2 feed-forward circuit promotes gastric metaplasia and tumor development through IL25 and IL13 signaling. Proposed initiation of the circuit through Natural killer cell, macrophage/epithelial or T cell produced IL33, leading to increased secretion of IL13 by activated nILC2s. Created with BioRender.com.

## Discussion

The susceptibility of cancer promotion to interference with anti-cytokine (signaling) therapy provides novel and exciting therapeutic opportunities to target cancer cell intrinsic hallmarks as well as shape the stromal and immune response of the tumor environment. Here, we describe the regulatory circuit between epithelial tuft cells and hematopoietic ILC2s connected through the reciprocal production of, and response to, IL25 and IL13 cytokines. In the context of a mutagenized epithelium, either by harboring the *gp130*^*F/F*^ mutation or being exposed to MNU, our data suggests a role for tuft cells to act in an epithelial gate keeper role by virtue of responding to IL13. The latter serves as mediator of the inflammatory response emanating from infiltrating iILC2 alongside granulocytic and NK effector cells, which therefore act as the cell population(s) enabling an anti-apoptotic and proliferative epithelial response. This mechanism is further supported by a tuft cell-based and IL25-dependent feed-forward mechanism, which not only promotes ILC2 abundance and function (e.g. *GATA3*, *IL13* expression), but also augments tuft cell function in an autocrine loop.

Although the cytokine responsiveness of ILC2s is contextual, IL33 and IL25 remain the major drivers of activation^43,61^, with prominent roles for IL25 during skin allergies^62^, pulmonary fibrosis^63^ and helminth defense^64^. Meanwhile, IL33 activated ILC2s play a major role in driving SPEM development, through the recruitment and polarization of macrophages^43,50,51^. In addition, IL13 production has been linked to mast cells, B cells, T cells, and macrophages during genetically induced gastric metaplasia, with inhibition of IL13 reducing metaplasia development^65^. While these processes rely heavily on IL13-producing ILC2s, and a link between ILC2s and tuft cell abundance has been identified^43,51^, a clear role for IL25 has yet to be determined. Tuft cell and ILC2 numbers increase during gastric colonization with *H. pylori*^43,50,51^, and a regulatory tuft cells-ILC2 circuit had been proposed to drive the clearance of invading intestinal parasites in murine models^22,66,67^. On the other hand, IL33 signaling-based genetic or antibody-mediated impairment of ILC2s also protect against chemically induced gastric metaplasia^43,51^. Here we provide evidence that the hard-wired IL13-IL25 loop, which underpins the required expansion of tuft cell and ILC2 populations to overcome parasite infections, is coerced as a phylogenetic conserved mechanism responsible to drive epithelial metaplasia in the stomach.

It remains unclear how IL25-secreting tuft cells initially expand in the gastric mucosa. While SPEM-associated gastrin release by endocrine cells has been suggested, lineage tracing experiments have failed to identify the gastric stem cell responsible for producing tuft cells during SPEM^50^. Others have shown that cysteine leukotrienes secreted by tuft cells were required to complement full IL25-dependent ILC2 activation during intestinal helminth clearance^66^, although our data suggests that blocking IL25 alone is sufficient to impair iILC2 expansion and to curb gastric tumor development. 

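Outside tuft cells, the *Il13ra1* level was highest among the larger epithelial classes in enterocyte-like cells, which carry absorptive markers of the intestine, at 110 CPM in *gp130* F/F mice (95% interval 99.7 to 121) and 67.4 in *gp130*+/+ mice (54.5 to 82.4). Goblet-like cells, which secrete mucin, stood at 71.4 and 115. Metaplastic-like cells of *gp130* F/F mice, whose leading genes include *Clu* and *Cftr*, stood at 66.6 (60.8 to 72.7). Pit-like cells, the foveolar cells of the surface, were lower, at 39.7 in *gp130* F/F (35.1 to 44.6) and 28.5 in *gp130*+/+ mice (26.2 to 31.1). Chief-like cells, the source of pepsinogen, had 15.5 (10.3 to 22.5) and 7.19 (4.45 to 11.0). The *gp130*+/+ antrum held all but a few of the *gp130*+/+ enterocyte-like cells, and by library the level in this class was 169 in the *gp130* F/F corpus and 107 in the *gp130* F/F antrum. The log2 ratio of *gp130* F/F over *gp130*+/+ for epithelial cells other than tuft-like cells was 0.72 in the corpus (interval 0.57 to 0.87) and 1.26 in the antrum (1.11 to 1.41), over classes whose proportions differed between the genotypes. Whether the enterocyte-like cells are gastric stays open. In the *gp130* F/F antrum they held the gastric gene *Cldn18* at 17.5 CPM against 1878 in pit-like cells. Their enterocyte markers *Cdx1* and *Cdx2* stood at 67.7 and 108.6 CPM there and at 87.5 and 124.8 in the *gp130*+/+ antrum.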

In the small intestine IL13 signals to epithelial stem and progenitor cells to promote hyperplasia of IL25-expressing tuft cells, while we observed *Il13ra* expression in gastric enterocytes and Foveolar cells, which is consistent with *Il13ra* expression described for chief cells and metaplastic SPEM cells^42^. In addition, reduced organoid growth observed in α-IL25 treated cultures is consistent with the previous identification of tuft cells in gastric organoids^9^, and highlights the possibility of tuft cell— derived IL25 as an autocrine acting growth factor given the relative absence of Il25 receptor expression in other epithelial cell types. 

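Among epithelial cells, *Il17rb* UMIs lay mostly in tuft-like cells, at 83.3 CPM in *gp130* F/F mice (interval 75.0 to 92.2) and 64.1 in *gp130*+/+ mice (54.1 to 75.3). All other epithelial cells together stood at 0.947 (39 UMIs, interval 0.673 to 1.29) and 0.621 (25 UMIs, 0.402 to 0.917). By class, the *Il17rb* level was 4.95 in squamous-like cells of *gp130* F/F mice and 2.32 in hormone-producing enteroendocrine-like cells of *gp130*+/+ mice. The log2 fold change of tuft-like over other epithelial cells was 5.11 (standard error 0.23, adjusted p = 1.4e-05 from limma, higher in 4 of 4 libraries). By library, the tuft-like level was 74.8 in the *gp130* F/F corpus, 133 in the *gp130* F/F antrum, 55.5 in the *gp130*+/+ corpus and 67.6 in the *gp130*+/+ antrum.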

While tuft cell—IL25 autocrine signaling has previously been mentioned in other publications, no functional impact of such autocrine signaling had been shown^21,68^. Given that we observe increased expression of *Il13ra1* in FACs-isolated tuft cells compared to other cells of the gastric epithelium in tumor of *gp130*^*F/F*^ mice, we speculate that tuft cell expansion that occurs during metaplasia and adenoma formation, is driven by both inflammation-associated effectors cells as well as an autocrine/paracrine loop across the epithelium.

Based on our data and current literature, we propose a central role for ILC2 as an inflammatory sentinel producing IL13 not only in response primarily to IL25, but also to local accumulation of the alarmin IL33, consistent with findings that genetic ablation of either *Il33 or Il13* expression prevented the formation of experimentally induced gastric metaplasia. In the latter case it is thought that IL33 is either released from damaged epithelium, or secreted by metaplasia-associated macrophages^42,43^. Thus, we surmise that during parietal cell loss, ILC2s are initially activated by either epithelial cell damage or macrophage-derived IL33, which in turn induces tuft cell expansion via IL13 signaling in gastric chief and/or metaplastic SPEM cells (Fig. 6d). Once the tuft cell population has sufficiently expanded, we show here that IL25 becomes the dominant driver for the expansion and activation of tissue-resident mucosal iILC2 at the expense of the IL33 responsive nILC2s which do not expand under these conditions. An additional and complementary role for IL25-responsive ILC2 has recently been identified in the APC^1322T/+^ mouse model of intestinal polyposis, where iILC2-dependent activation of immune suppressive myeloid-derived suppressor cells (MDSC) served as a promoter of intestinal adenomas, resulting in impaired survival^69^. In addition, T cells have previously been shown to work with ILC2s in the clearance of helminth infections, where mice that lacked IL13 producing T cells had a reduced ILC2 response and helminth clearance^70^. Because of the limited antigenicity of the gastric tumors in *gp130*^*F/F*^ mice and our inability to detect IL13- or IL25-responsive MDSCs in these tumors, we cannot exclude an indirect contribution of IL25 signaling via MDSCs or IL13 produced by T cells to GC development.

Our study demonstrates that the tuft cell-ILC2 feed-forward circuit, originally identified as a repair mechanism of the intestinal epithelium during helminth infection, provides another facet of a wound-healing mechanism being hijacked to promote progression of neoplastic transformed cells. This occurs at the early metaplastic, adenomatous and later carcinoma stages and includes cytokine-dependent regulatory circuits that couple with local arising inflammatory triggers with an ensuing epithelial response. Intriguingly, the ILC2-tuft cell circuit is maintained by complementary IL25 and IL13 signaling between the two cell types arranged as non-redundant “single-point of failure” mechanisms. Accordingly, genetic interference of the circuit through ablation of either tuft cells or ILC2s, or therapeutic suppression of IL13 or IL25 signaling, confers profound therapeutic benefits at both earliest stages (i.e. gastric metaplasia) as well as later stages (i.e. gastric adenomas and adenocarcinomas) along the tumor trajectory. We predict that the functional insights from our preclinical models will be relevant to human GC, as tuft cell and ILC2 expression signatures were associated with poorer survival in patients with intestinal-type GC. A swift clinical translation of our discovery is supported by the availability of α-IL13 monoclonal antibodies that are currently optimized for the treatment of severe asthma^71^ and the prospect of developing companion diagnostics for early detection of GC and patient stratification.

## Methods

### Study approval

All animal studies were conducted in accordance with the relevant ethical regulations for animal testing and research including the Australian code for the care and use of animals for scientific purposes. All animal studies were approved by the Animal Ethics Committee of Austin Health (A2019_05602, A2015_05289) or La Trobe University (AEC 17-73). We have complied with all relevant ethical regulations for work with human participants. Usage of human gastric cancer tissues was approved by the Austin Health ethics committee (HREC/15/Austin/359) and informed consent was granted by all patients involved.

### Animal models

All mice were bred and maintained under specific pathogen-free conditions in the bioresource facilities of the La Trobe University or Austin Health. All strains were maintained on a 12-h light/dark cycle at constant temperature. Co-housed, age- and gender-matched littermates were utilized for all experiments. All interventions were performed during the light cycle on both male and female mice. All animals had free access to water and food (standard chow). The inducible *BAC(Dclk1::CreERT2)* strain has been previously reported^55^ and was crossed with *LSL-Rosa26*^*DTA*^ model^72^ to generate a mouse model of tuft cell ablation and with *gp130*^*Y757F*^ (*gp130*^*F/F*^), a murine model of gastric cancer^56^, to generate *gp130;*^*F/F*^ *BAC(Dclk1::CreERT2);Rosa26*^*DTA/+*^, a murine model of gastric cancer with inducible tuft cell ablation. The *R5-IL5;*^*dtTomato-IRESCre*^*LSLRosa26*^*DTA*^ model of constitutive ILC2 depletion has previously been reported^58^ and was crossed with *gp130*^*F/F*^ or *BAC(Dclk1::CreERT2)* mice to generate the *gp130;*^*F/F*^*R5-IL5;*^*dtTomato-IRESCre*^*LSLRosa26*^*DTA*^ strain, a murine model of gastric cancer with constitutive ILC2 depletion, or *BAC(Dclk1::CreERT2);R5-IL5;*^*dtTomato-IRESCre*^*LSLRosa26*^*DTA*^ mice, respectively, a mouse model lacking ILC2s with optional (Tmx-inducible) tuft cell ablation. The control cohorts for tuft cell ablated mice, were comprised of CreERT2-negative *Rosa26*^*DTA*^, or CreERT2-negative *gp130;*^*F/F*^*Rosa26*^*DTA*^ age matched littermates. Control cohorts of ILC2 depleted mice were comprised of *R5-IL5;*^*+/+*^*LSLRosa26*^*DTA*^ or *gp130;*^*F/F*^*R5-IL5;*^*+/+*^*LSLRosa26*^*DTA*^ mice age matched littermates.

### Tissue collection

Stomachs were removed, cut open along the greater curvature and flushed with cold PBS to remove contents. Stomachs were pinned out, with tumors being excised using curved scissors, taking care to avoid the mucosa. Tumors and stomach tissue were either fixed in 10% neutral buffered formalin (NBF) overnight at room temperature for histological analysis or snap frozen on dry ice and stored at −80 °C for molecular analysis.

### Tamoxifen treatment

Low dose tamoxifen (LDTmx) was prepared from tamoxifen (Sigma, T5648) at a concentration of 50 mg/ml in 10% ethanol and sterile sunflower oil. Mice were administered two doses of tamoxifen at 50 mg/kg via i.p. three days apart. Two days after the last tamoxifen dose mice were euthanized via CO2 asphyxiation and their stomachs were collected.

For the high dose tamoxifen (HDTmx) treatment, tamoxifen was prepared at a concentration of 250 mg/ml in 10% ethanol and sterile sunflower oil. Mice were administered tamoxifen at 250 mg/kg via i.p. once a day for three days. Two days after the last tamoxifen dose mice were euthanized via CO_2_ asphyxiation and their stomachs were collected. Vehicle-treated control mice were administered 10% ethanol in sunflower oil.

### MNU treatment

8-week-old mice were treated with a regimen of MNU (240 ppm) in the drinking water (1 week ON and 1 week OFF for 10 consecutive weeks). At the beginning of each MNU treatment week, mice were also administered 100 mg/kg of NaCl by oral gavage to increase the incidence of gastric tumor development^73^. 52 weeks after the last MNU treatment mice were euthanized via CO_2_ asphyxiation and stomachs were collected and tumor numbers assessed.

### α-IL25 and α-IL13 treatment

13-week-old *gp130*^*F/F*^ mice were given 1x weekly injection for 3 weeks of either α-IL25 (R&D Systems, MAB13992), α-IL13 (R&D Systems, MAB413) or IgG control (R&D Systems, MAB006 and MAB004) (at 300 μg/mouse). 1 week after the last injection, mice were euthanized via CO_2_ asphyxiation. Stomachs were collected and tumors were excised and weighed before being fixed in 10% NBF overnight at room temperature.

### TCGA dataset analysis

Using the online KM plotter tool (https://www.kmplot.com/), we interrogated the patient survival against the median expression level of tuft cell related gene (*ChAT, AVIL, IL25*), and ILC2 related genes (*GATA3* and *IL13*) expression within following datasets; GSE14210, GSE15459, GSE22377, GSE29272, GSE51105, and GSE62254. We categorised intestinal-type gastric cancer patients and diffuse-type gastric cancer patients into groups with either high or low gene expression quartiles.

### Single cell RNA sequencing and analysis

For single cell capture and cDNA production, the 10X Genomics Chromium kit (v2) was used according to the 10x Single Cell 3’ Protocol as previously described^74^. Single cell suspensions were prepared from the gastric tissues of 12-week-old *gp130*^*+/+*^ and *gp130*^*F/F*^ (*n* = 10 mice per genotype). Freshly sorted cells were pooled and manually counted before equal numbers per sample (1000 cells/μl) being loaded for capture. Sequencing was carried out on an Illumina Nextseq 500 with a maximum of 2 libraries per run. De-multiplexing, alignment to the mm10 transcriptome and unique molecular identifier (UMI)-collapsing to gene level against the NCBI RefSeq mouse (mm10) genome annotation build 38.1 inbuilt in Rsubread^75,76^ were performed using cellCounts a function within Rsubread (v2.5.0)^77^ for processing raw 10X scRNA-seq data. Cells with <200 genes detected or with high mitochondrial content of >40% were filtered out. Cells with >6000 genes detected were also filtered out to minimize the occurrence of doublets. Genes that did not map to official symbols were filtered as were genes that failed to express (an expressed gene has at least 1 UMI count) in at least 3 cells in at least 1 sample. After removal of unwanted cells from the dataset, the data was normalized using a global-scaling normalization method “LogNormalize” in Seurat^78^. Dimension reduction and cell clustering were performed using functions implemented in Seurat. An unbiased cell type annotation was performed using SingleR^79^ against the ImmGen database which consists of normalized expression values of 830 microarray samples from pure populations of murine immune cells. To identify Tuft cells, we computed the relative activation of the known tuft cell marker genes in each cell as the average of the expression values for the known marker genes, a cell was annotated as a tuft-cell if its relative activation is >= the 95th percentile of all the relative expression values.

### RNA extraction and RT-PCR analysis

RNA extraction from whole tissue was performed using the RNeasy Mini Kit (QIAGEN, 74106), and cDNA was generated using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813) in accordance with the manufacturer’s instructions. RNA extraction from sorted cells was performed using the RNA-easy Micro Plus kit (Qiagen), cDNA was generated with the SuperScript^TM^ IV First-Strand Synthesis System (ThermoFisher) in accordance with the manufacturer’s instructions. Quantitative RT-PCR analysis was performed using the SensiMix SYBR Hi-ROX Kit (Bioline, QT605-20) in duplicates (technical replicates) using the Viia7 Real-Time PCR System (Life Technologies). Samples were exposed to an initial denaturation step of 95 °C/10 min, followed by 40 cycles of amplification (95 °C for 15 s, 60 °C/1 min). *18S* or *Gapdh* were used as house-keeping genes, with fold changes in gene expression being calculated using the 2-ΔΔCT method. Primers used are outlined in Supplementary Table 1.

### Immunohistochemistry and quantification

Following fixation in 10% NFB, tissue was embedded in paraffin and cut into 10 mm thick sections. These sections underwent dewaxing and tissue hydration via incubation in xylene followed by gradient ethanol washes. Antigen retrieval was performed with citrate buffer heated in a microwave pressure cooker (pH 6 for 15 min), followed by blocking in 10% (v/v) normal goat serum for 1 h at room temperature. Primary antibodies as outlined in Supplementary Table 2, were diluted in 10% (v/v) normal goat serum and incubated overnight at 4 ^o^C in a humidified chamber. Secondary HRP antibodies used were polyclonal rabbit anti-goat (Dako; P0449), polyclonal goat anti-rabbit (Dako; P0448), polyclonal goat anti-mouse (Dako; P0447), polyclonal goat anti-hamster (Abcam; ab6892). All antibodies were diluted in 10% (v/v) normal goat serum, incubated for 30 min at room temperature, and visualized using 3,3-Diaminobenzine (DAB, DAKO). Sections were counterstained with Mayer’s hematoxylin for 10 s, developed in Scott’s tap water for 20 s, then dehydrated in ethanol and xylene. Slides were cover slipped with mounting media and scanned using the Aperio ScanScope machine (ePathology). Quantification of stained sections was performed using ImageJ.

### Opal tissue staining on mouse tissue and human intestinal-type GC tumor microarrays

Opal staining was carried out using the Opal staining kit (akoyabio, OP7DS2001KT) and following the below protocol; 10 μm thick sections were dewaxed in xylene and tissue hydrated in gradient ethanol washes. Antigen retrieval was performed with citrate buffer heated in a microwave pressure cooker (pH 6 for 15 min), followed by blocking in 10% (v/v) normal goat serum for 1 h at room temperature. Primary antibodies were diluted in 10% (v/v) normal goat serum and incubated for 1 h at room temperature in a humidified chamber. Opal Polymer HRP was applied as a secondary antibody for 10 min at room temperature. The Opal fluorophore was then diluted in Amplification Diluent to a concentration of 1/50 and applied to the tissue for 10 min at room temperature. Sections were then stripped of all primary and secondary antibodies through antigen retrieval using citrate buffer heated in a microwave pressure cooker (pH 6 for 15 min) before the above process was repeated for each desired antibody. After the final antibody incubation, sections were incubated with spectral DAPI for 5 min at room temperature before mounting media was applied and sections were imaged using the Vectra imaging system. Tissue sections were then scanned using the Vectra and quantification of opal staining was performed using either InForm (Perkin Elmer) or Halo (Indica Labs).

### Preparation of single cell suspensions for flow cytometry

Flow cytometry was performed as previously described^80^. In short, tissues were cut into 1 mm pieces and digested in collagenase/dispase (Roche) and DNase I (Roche) in Ca2^+^- and Mg2^+^-free Hanks medium plus 5% FCS for 30 min at 37 °C with gentle shaking. Samples were then vortexed for 15 s, filtered and washed in PBS plus 5% FCS. Single cell suspensions were blocked with FC block (Invitrogen) for 20 min at 4 °C, before staining with fluorophore-conjugated primary antibodies (Supplementary Table 3) for 20 min at 4 °C in the dark. Cells were washed twice and re-suspended in PBS supplemented with 5% FCS prior to analysis with either an Aria III cell sorter or BD FACS Canto.

Isotype antibodies (Supplementary Table 3) and fluorescent-minus-one (FMO) controls were used to estimate background fluorescence in combination with either compensation beads and/or unstained controls. Dead cells were detected and excluded from analysis using Sytox Blue or Fixable Viability Dye, eF506. Tuft cells were identified as EpCAM^+^CD45^-/low^CD24^+^SiglecF^+^ (Supplementary Fig. 8a). Inflammatory ILC2s were identified as ST2^−^KLRG1^+^CD90.2^+^Lineage^−^(CD11b^−^CD11c^−^CD19^−^Ly-6G^−^NK1.1^−^CD3^-^)CD45^+^. Natural ILCs were identified as ST2^+^KLRG1^+^CD90.2^+^Lineage^-^CD45^+^(Supplementary Fig. 8b). All experiments were analyzed with FlowJo software (Version 10).

### Organoid culture

Following the collection of gastric tissue, tissue was cut into small pieces and transferred to a 50 mL Falcon tube containing 20 mL of room temperature Gentle Cell Dissociation Reagent (Stem Cell technologies). The samples were then incubated at room temperature for 20 min on an orbital roller. Glands were released from the underlying tissue by shaking the tube vigorously for 20 seconds and supernatant was transferred to a new Falcon tube and centrifuged for 5 min at 1500 rpm (500 g) (4˚C). The supernatant was tipped off and the pellet was resuspended in 1 mL Advanced DMEM-F12 with Penicillin/Streptomycin (1/100) and passed through a 70 µm cell strainer. The number of glands in 10 µl was counted with a microscope, to determine the volume needed to have 100 glands per 50µl of Matrigel. Glands were centrifuged for 5 min at 1500 rpm (500 g) (4 °C) and supernatant was discarded. Glands were then resuspended in Matrigel, and 50 µl was pipetted into each well of a pre-warmed 24-well plate to create domes. 500 µl of IntestiCult™ Basal Medium (Stem Cell technologies) was added to each well, comprised of 90 ml IntestiCult™ Basal Medium, supplemented with 5 ml of the IntestiCult Supplement 1, 5 ml of Supplement 2 and Penicillin/Streptomycin (1/100). Organoids were grown at 37 °C, 10% CO_2_ in a humidified incubator, changing the media every 3 days.

### Treatment of organoids

Two days after seeding into Matrigel, organoids were grown in the presence of either IL25 (R&D Systems, 1399-IL), IL13 (R&D Systems, 413-ML), α-IL25 (R&D Systems, MAB13992), α-IL13 (R&D Systems, MAB413) or either PBS or IgG control (R&D Systems, MAB006 and MAB004) antibodies (at 20 ng/ml). Media and antibodies were replaced every second day.

### Enzyme-linked immunosorbent assays (ELISA)

Were performed using the indicated R&D Systems DuoSet ELISA system (InVitro Technologies) on protein extracted from tissue. Samples were loaded in duplicate, and the protocol was carried out in accordance with the manufacturer’s instructions, before carrying out the ELISA, samples were read by SPECTROstar Nano (BMG LABTECH). Protein concentration of the targets was then quantitated using the MARS Data Analysis Software (BMG LABTECH).

### Statistical analysis

All experiments were conducted at least twice with ≥3 sex- and aged-matched mice per group. Where drugs were administered, animals were randomized into their corresponding treatment groups. Tumor growth was measured and recorded by an independent assessor who was blinded to the experimental conditions. All measurements were taken from distinct samples. No data was excluded from the analysis. All groups were tested for normality with the Shapiro-Wilk test and unless stated were normally distributed. Comparisons between mean values were performed with a two-tailed Student’s *t*-test for comparisons between two groups, or a one-way ANOVA and Tukey’s multiple comparisons tests for comparisons between multiple groups using Prism 10 software (GraphPad). A *p* value of <0.05 was considered statistically significant. All data is expressed as the mean ± SEM. Each ‘n’ or symbol represents a single mouse (biological replicate). The statistical Log-rank (Mantel-Cox) test, Hazard ratios (logrank) and median survival were calculated in Prism 10.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

### Source data

Source Data

## Data Availability

The Single cell sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE217498. The publicly available data used in this study are available in the Kaplan–Meier Plotter database [https://kmplot.com/analysis/index.php?p=service&cancer=gastric] that uses the following datasets: GSE14210, GSE15459, GSE22377, GSE29272, GSE51105 and GSE62254. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: A tuft cell - ILC2 signaling circuit provides therapeutic targets to inhibit gastric metaplasia and tumor development
**Source:** Nat Commun. 2023 Oct 28;14:6872. doi: 10.1038/s41467-023-42215-4
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information for

## **A tuft cell - ILC2 signaling circuit provides therapeutic targets to inhibit gastric metaplasia and tumor development**

Ryan N O’Keefe, Annalisa LE Carli, David Baloyan, David Chisanga, Wei Shi, Shoukat Afshar-Sterle, Moritz F Eissmann, Ashleigh R Poh, Bhupinder Pal, Cyril Seillet, Richard M Locksley, Matthias Ernst<sup>&</sup>, Michael Buchert<sup>&,\*</sup>

### **This PDF file includes:**

Supplementary Figure 1 to 8  
Supplementary Tables 1 to 3

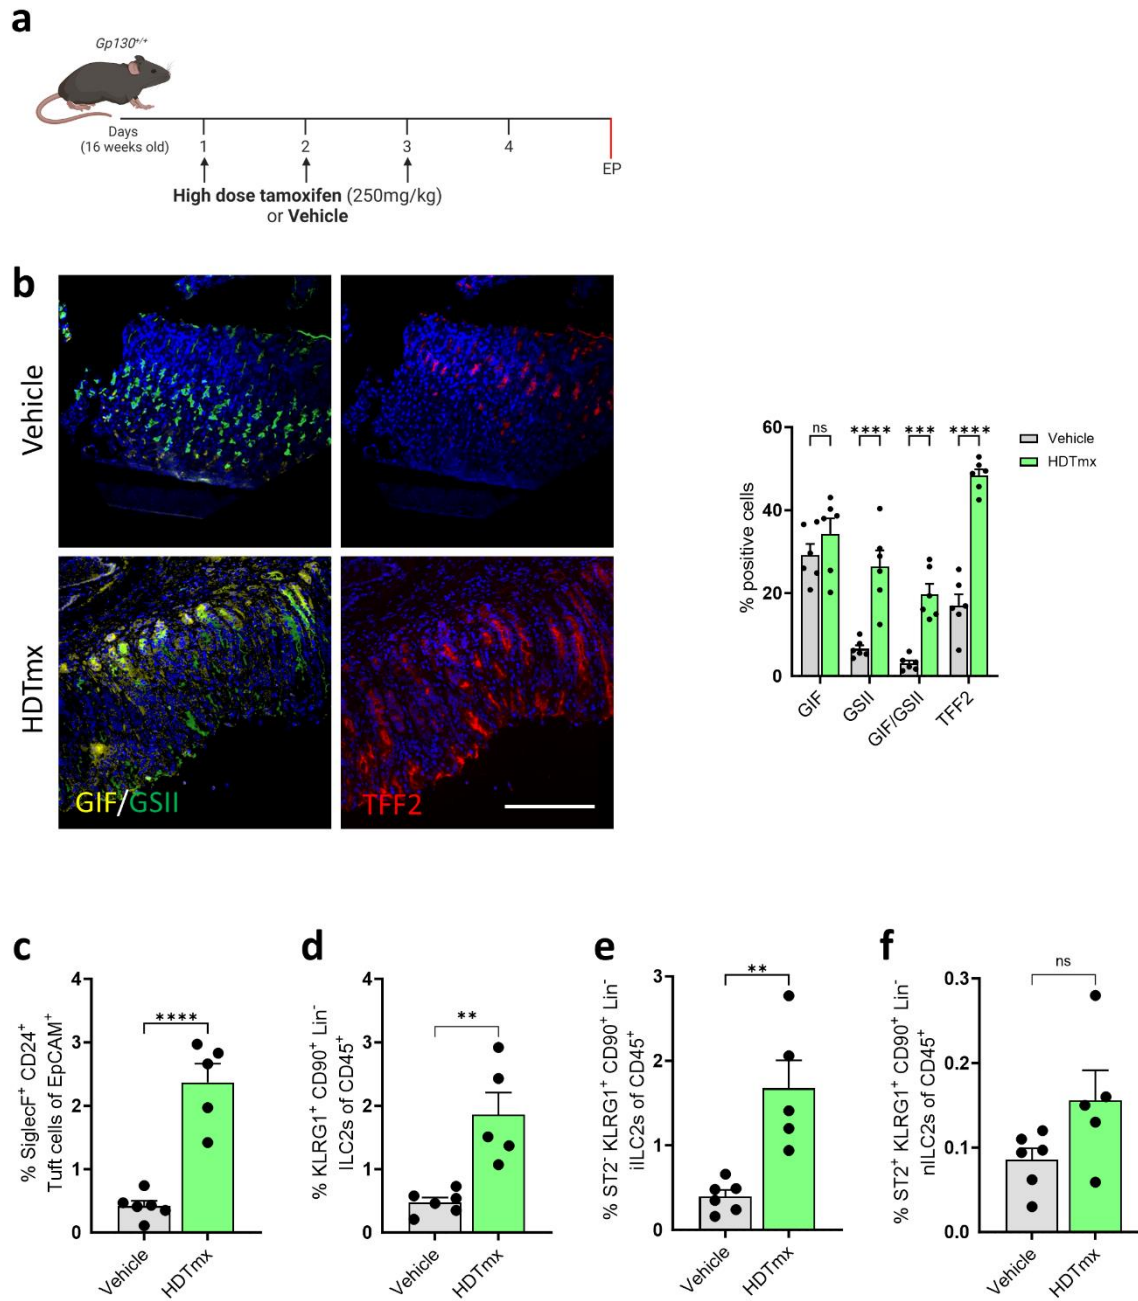

**Supplementary Figure 1. Tuft cells and ILC2s are increased during Spasmolytic polypeptide-expressing metaplasia (SPEM), a precursor to gastric cancer**

(a) Schematic of experimental SPEM model. 16-week-old *gp130<sup>+/-</sup>* mice were treated with either a vehicle control or high dose of tamoxifen (HDTmx, 250mg/kg) once daily for 3 consecutive days to induce loss of parietal cells and gastric spasmolytic polypeptide-expressing metaplasia (SPEM). EP = endpoint. Created with BioRender.com.

(b) Representative immunofluorescent images and quantification of GIF/GSII-lectin and TFF2 positively-stained gastric mucosa of mice, treated as described in Supplementary Figure 1a. Scale bar = 200µm. N = 6 and 6 respectively.

(c) Flow-cytometry quantification of SiglecF<sup>+</sup>CD24<sup>+</sup>EpCAM<sup>+</sup> tuft cells in stomachs of mice, treated as described in Supplementary Figure 1a. N = 6 and 5 respectively.

(d) Flow-cytometry quantification of total ILC2s as KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> in stomachs of mice, treated as described in Supplementary Figure 1a. N = 6 and 5 respectively.

(e) Flow-cytometry quantification of iILC2s as ST2<sup>-</sup>KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> in stomachs of mice, treated as described in Supplementary Figure 1a. N = 6 and 5 respectively.

(f) Flow-cytometry quantification of nILC2s as ST2<sup>+</sup>KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> in stomachs of mice, treated as described in Supplementary Figure 1a. N = 6 and 5 respectively.

Data represents mean ± SEM, p values from two-sided Student's t-test \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001, ns - not significant. Each symbol represents an individual mouse. Data is pooled from two independent experiments. Source data and exact p values are provided as a Source Data file.

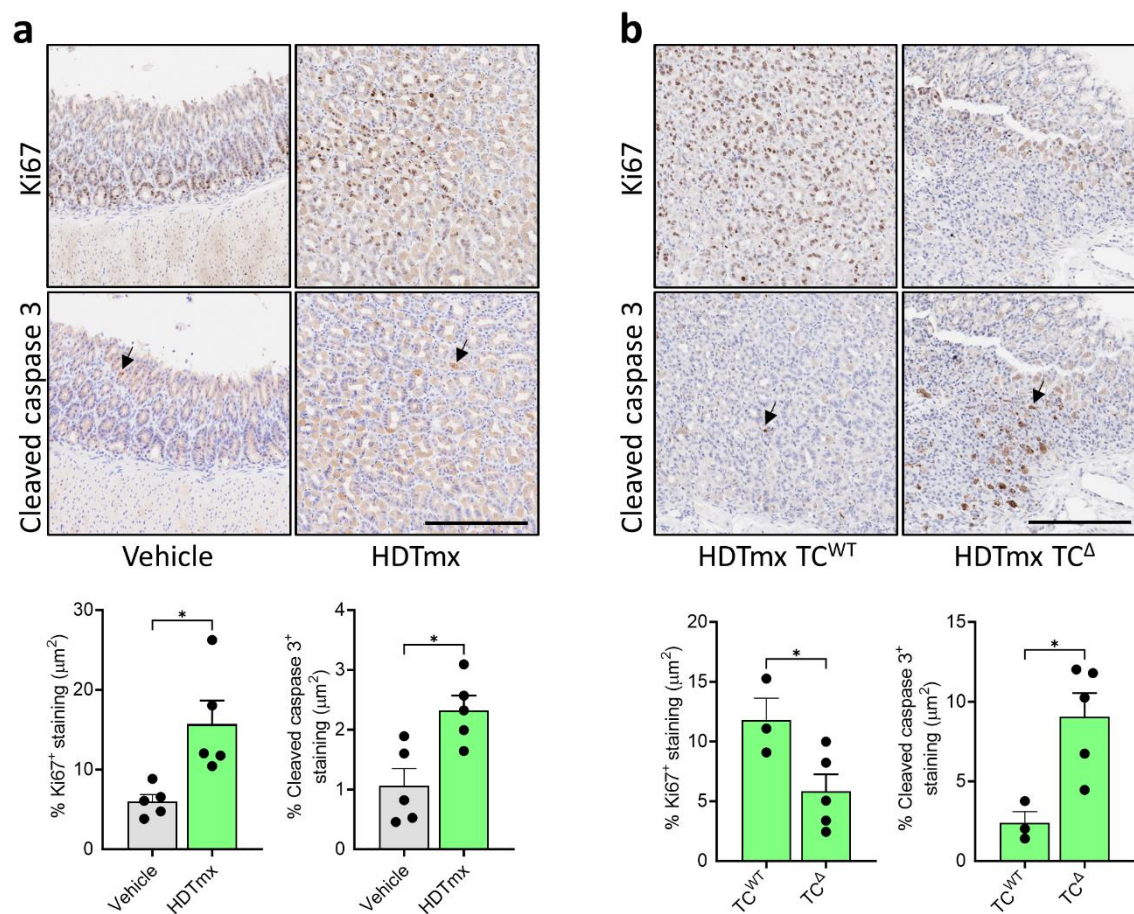

**Supplementary Figure 2. In SPEM, proliferation is decreased and cell death is increased following tuft cell loss**

(a) Representative IHC images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of vehicle and HDTmx treated WT mice. Scale bar = 300μm. Arrows indicate positive staining. N = 5 and 5 respectively.

(b) Representative IHC images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of HDTmx treated TC<sup>WT</sup> and TC<sup>Δ</sup> mice. Scale bar = 300μm. Arrows indicate positive staining. N = 3 and 5 respectively.

Data represents mean ± SEM, p values from two-sided Student's t-test \* p < 0.05. Each symbol represents an individual mouse. Source data and exact p values are provided as a Source Data file.

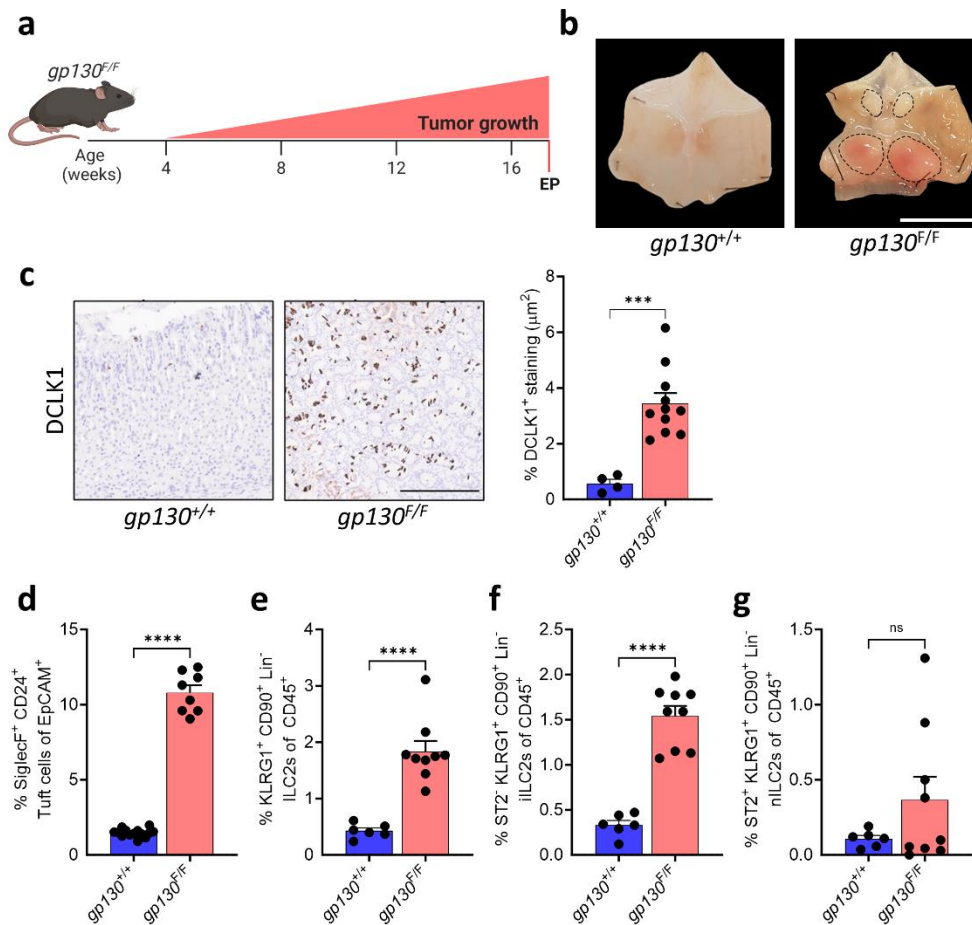

### Supplementary Figure 3. Tuft cells and ILC2s are increased in during gastric tumor development

(a) Schematic of the *gp130<sup>F/F</sup>* mouse model of gastric cancer, which spontaneously develops gastric adenomas from 4 weeks of age. EP = endpoint.

(b) Representative IHC images of *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* stomachs at 17 weeks of age. Dotted circles indicate tumors, scale bar = 8mm.

(c) IHC quantification of tuft cells (DCLK1<sup>+</sup>) in *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice. Scale bar = 300mm. N = 4 and 11 respectively.

(d) Flow-cytometry quantification of tuft cells as SiglecF<sup>+</sup>CD24<sup>+</sup>EpCAM<sup>+</sup> cells in stomachs of *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice. N = 14 and 8 respectively.

(e) Flow-cytometry quantification of total ILC2s as KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> cells in stomachs of *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice. N = 6 and 9 respectively.

(f) Flow-cytometry quantification of iILC2s as ST2<sup>+</sup>KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> cells in stomachs of *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice. N = 6 and 9 respectively.

(g) Flow-cytometry quantification of nILC2s as ST2<sup>+</sup>KLRG1<sup>+</sup>CD90.2<sup>+</sup>Lineage<sup>-</sup>CD45<sup>+</sup> cells in stomachs of *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice. N = 6 and 9 respectively.

Data represents mean  $\pm$  SEM, p values from two-sided Student's t-test \*\*\* p<0.001, \*\*\*\* p<0.0001, ns - not significant. Each symbol represents an individual mouse. Data is pooled from two independent experiments. Source data and exact p values are provided as a Source Data file.

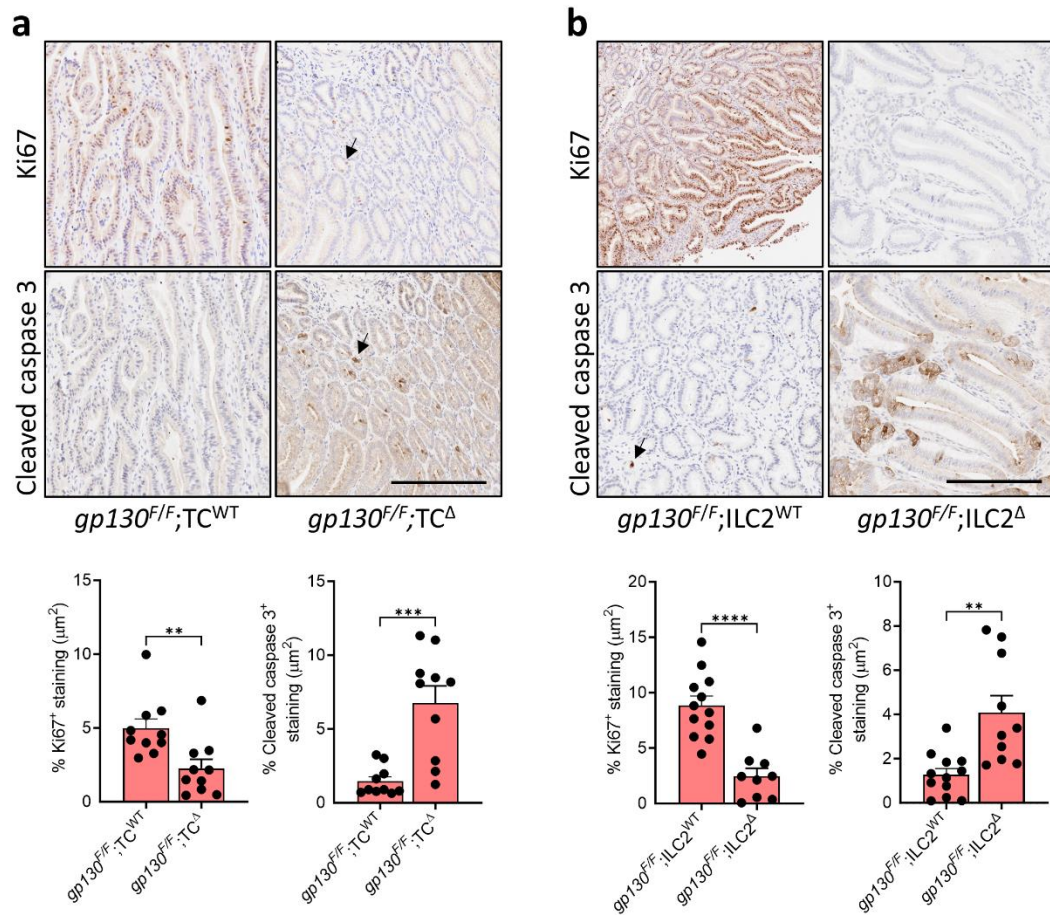

**Supplementary Figure 4. In gastric tumors, proliferation is decreased and cell death is increased following loss of tuft cell and ILC2s**

**(a)** Representative images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of *gp130<sup>F/F</sup>;TC<sup>WT</sup>* and *gp130<sup>F/F</sup>;TC<sup>Δ</sup>* mice. Scale bar = 300μm. Arrows indicate positive staining. N = 10 and 10 respectively.

**(b)** Representative images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of *gp130<sup>F/F</sup>;ILC2<sup>WT</sup>* and *gp130<sup>F/F</sup>;ILC2<sup>Δ</sup>* mice. Scale bar = 300μm. Arrows indicate positive staining. N = 12 and 9 respectively.

Data represents mean ± SEM, p values from two-sided Student's t-test \*\* p < 0.01, \*\*\* p < 0.001, \*\*\*\* p < 0.0001. Each symbol represents an individual mouse. Data is pooled from two independent experiments. Source data and exact p values are provided as a Source Data file.

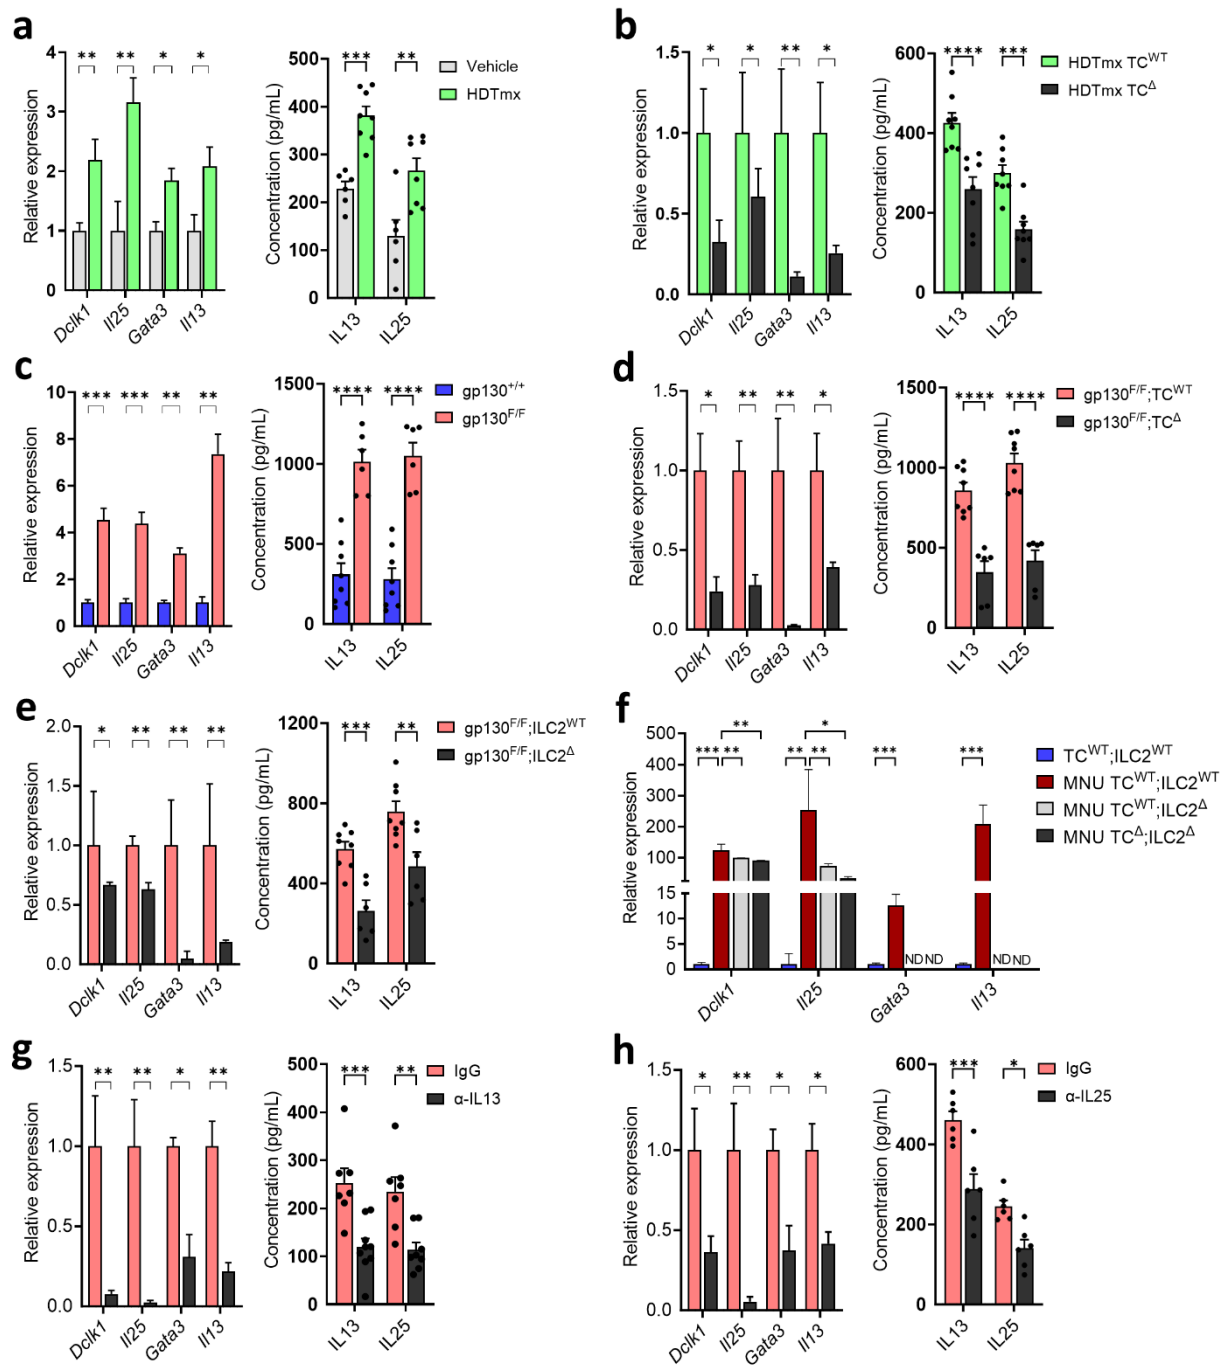

### **Supplementary Figure 5. Tuft cell and ILC2 markers and cytokines are increased during early gastric metaplasia and adenoma development**

Gene and protein expression analysis for tuft cell-specific (*Dclk1*, *Il25*), and ILC2-specific (*Gata3*, *Il13*) markers in stomachs of:

- (a) vehicle treated and HDTmx treated mice (gene expression N = 6 and 6, protein N = 6 and 8 respectively).
- (b) HDTmx treated TC<sup>WT</sup> and TC<sup>Δ</sup> mice (gene expression N = 10 and 10, protein N = 8 and 8 respectively).
- (c) 17-week-old *gp130<sup>+/+</sup>* and *gp130<sup>F/F</sup>* mice (gene expression N = 6 and 6, protein N = 6 and 8 respectively).
- (d) Age matched TC<sup>WT</sup>;ILC2<sup>WT</sup>, as well as MNU treated TC<sup>WT</sup>;ILC2<sup>WT</sup>, TC<sup>Δ</sup>;ILC2<sup>Δ</sup> and TC<sup>WT</sup>;ILC2<sup>Δ</sup> mice (gene expression N = 6 and 6, protein N = 8 and 6 respectively).
- (e) 17-week-old LDTmx treated *gp130<sup>F/F</sup>*;TC<sup>WT</sup> and *gp130<sup>F/F</sup>*;TC<sup>Δ</sup> mice (gene expression N = 6 and 8, protein N = 8 and 6 respectively).
- (f) 17-week-old *gp130<sup>F/F</sup>*;ILC2<sup>WT</sup> and *gp130<sup>F/F</sup>*;ILC2<sup>Δ</sup> mice (N = 9, 10, 11 and 4 respectively).
- (g) IgG and α-IL13 treated *gp130<sup>F/F</sup>* mice (gene expression N = 5 and 5, protein N = 7 and 8 respectively).
- (h) IgG and α-IL25 treated *gp130<sup>F/F</sup>* mice (gene expression N = 5 and 5, protein N = 6 and 6 respectively).

Data represents mean ± SEM, p values from two-sided Student's t-test or one-way ANOVA and Tukey's multiple comparisons tests \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001, ns - not significant. ND – not detected. Data is pooled from two independent experiments for each panel. Source data and exact p values are provided as a Source Data file.

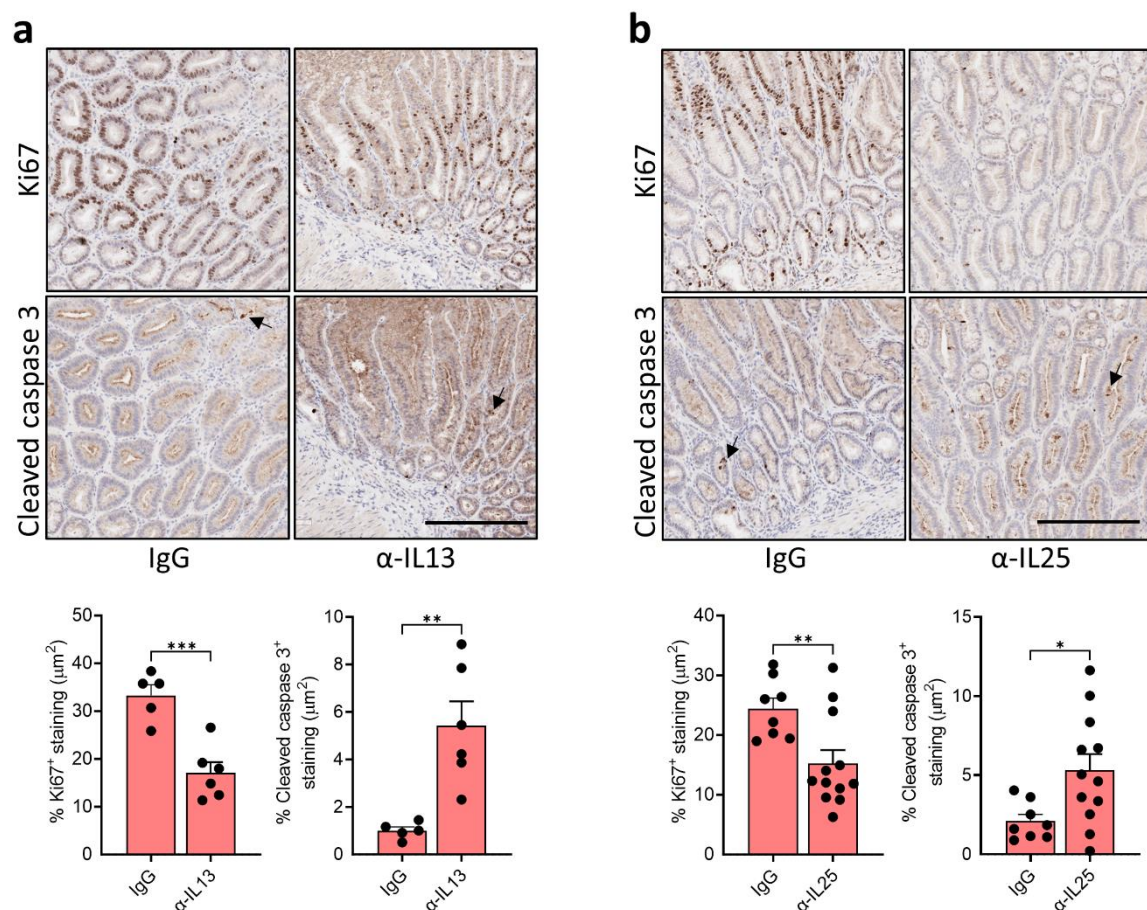

**Supplementary Figure 6. In gastric tumors, proliferation is decreased, and cell death is increased following  $\alpha$ -IL13 and  $\alpha$ -IL25 treatment**

**(a)** Representative IHC images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of IgG and  $\alpha$ -IL13 treated *gp130<sup>F/F</sup>* mice. Scale bar = 300 $\mu\text{m}$ . Arrows indicate positive staining. N = 5 and 6 respectively.

**(b)** Representative images and quantification of Ki67 and Cleaved caspase 3 stained gastric mucosa of IgG and  $\alpha$ -IL25 treated *gp130<sup>F/F</sup>* mice. Scale bar = 300 $\mu\text{m}$ . Arrows indicate positive staining. N = 8 and 12 respectively.

Data represents mean  $\pm$  SEM, p values from two-sided Student's t-test \* p < 0.05, \*\* p < 0.01, \*\*\* p < 0.001. Each symbol represents an individual mouse. Data is pooled from two independent experiments. Source data and exact p values are provided as a Source Data file.

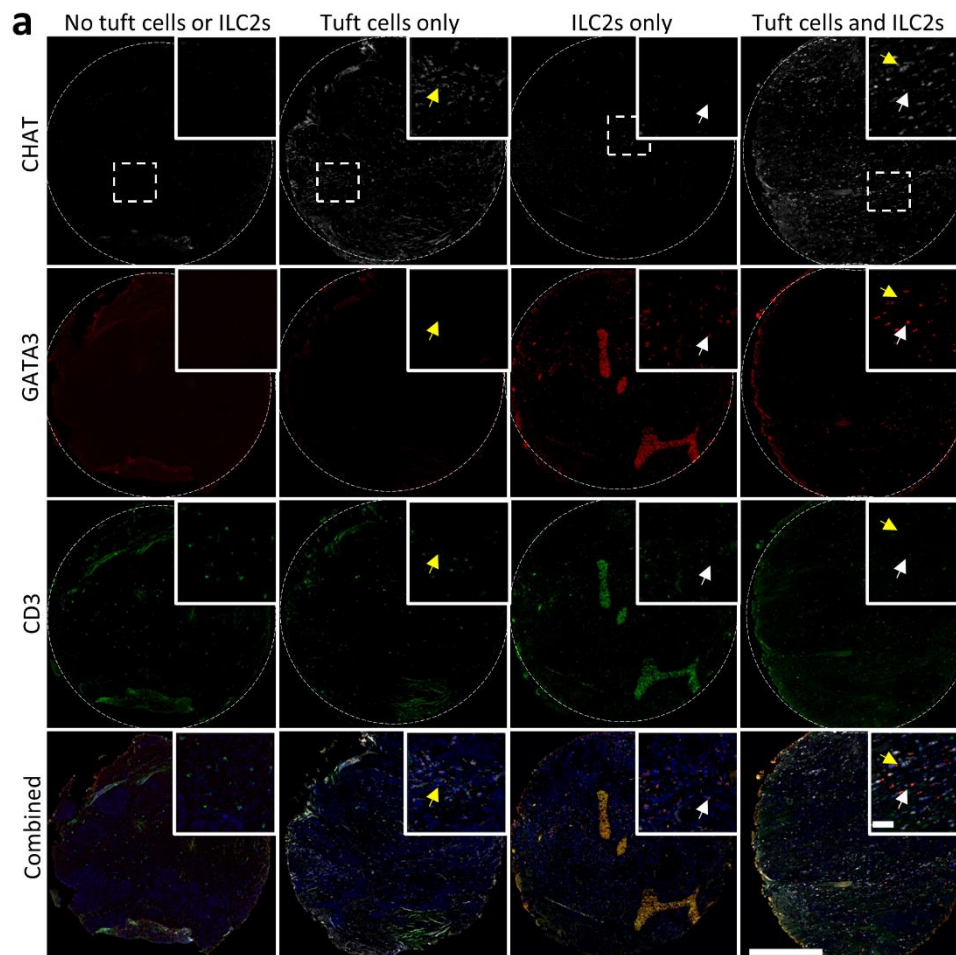

**Supplementary Figure 7. Tuft cells and ILC2 are involved in human GC**

**(a)** Representative Opal-IF stains for ChAT<sup>+</sup> tuft cells and CD3<sup>+</sup>GATA3<sup>+</sup> ILC2s in human intestinal-type GC tissue microarrays, n=67 patients. Scale bar = 500 $\mu$ m for low magnification and = 100 $\mu$ m for high magnification (dotted insets). Arrows indicate positive staining.

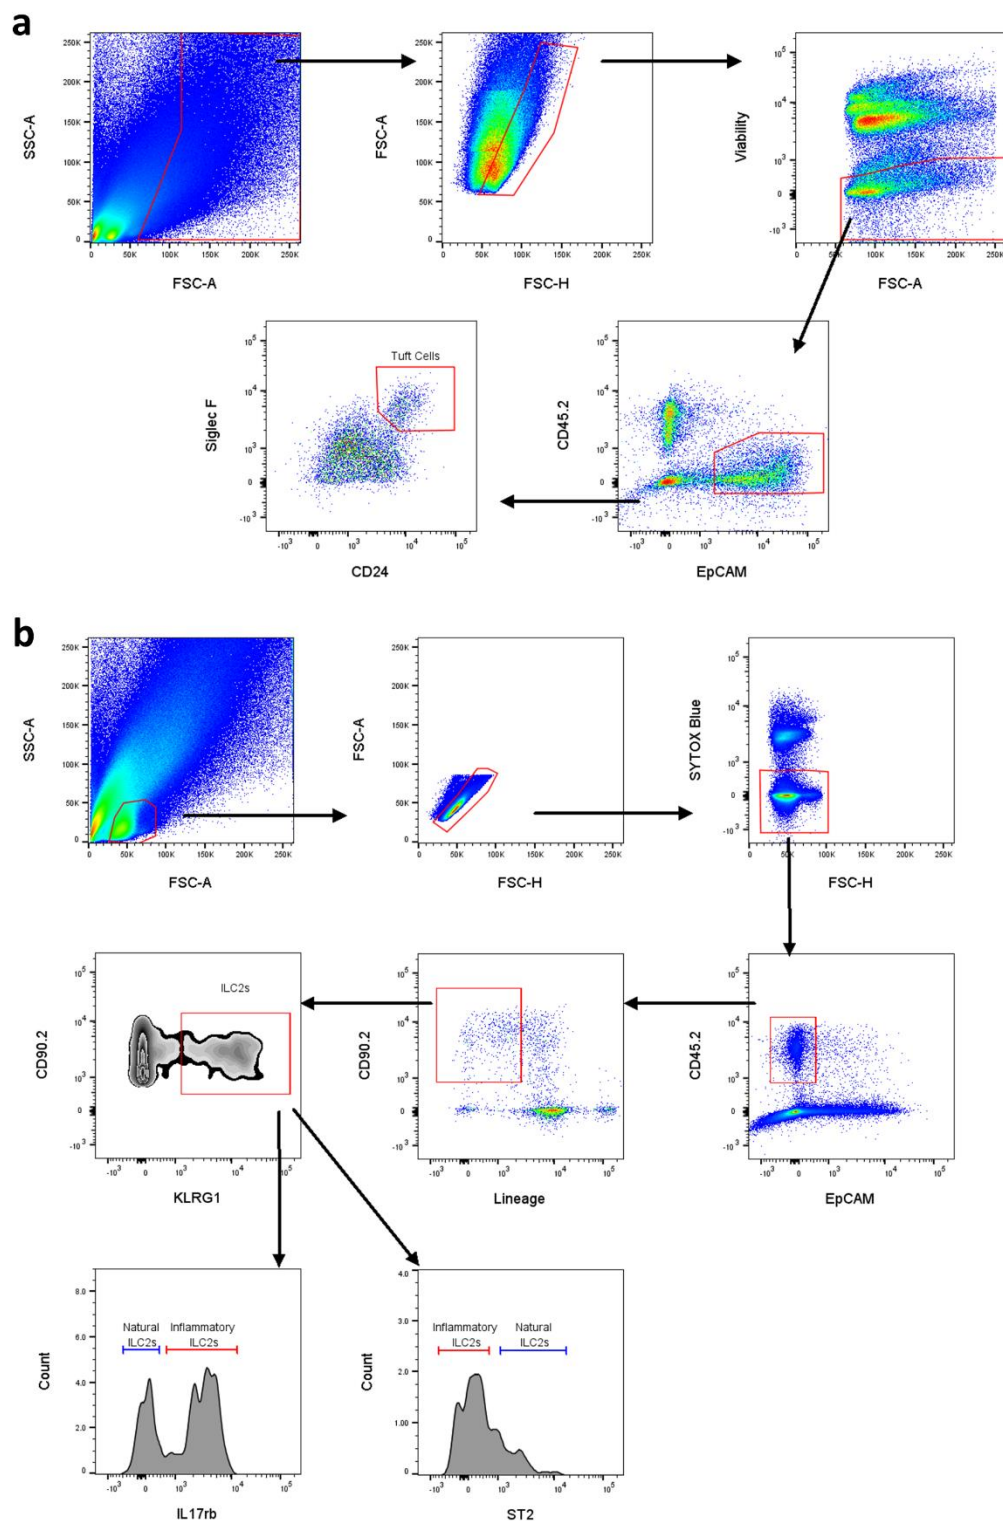

**Supplementary Figure 8. Gating strategy for tuft cells and ILC2s**

**(a)** Gating strategy used to identify and sort murine gastric tuft cells.

**(b)** Gating strategy used to sort ILC2s, as well as identify nILC2s and iILC2s subpopulations from mouse stomachs.

**Supplementary Table 1.** Oligonucleotide sequences for SYBR Green qPCR

| <b>Gene</b>    | <b>Forward primer</b>   | <b>Reverse primer</b>      |
|----------------|-------------------------|----------------------------|
| <i>18S</i>     | GTAACCCGTTGAACCCCAT     | CCATCCAATCGGTAGTAGCG       |
| <i>Dclk1</i>   | TTCAACACAGGCCCAAG       | TATCAAGAGCGGTGGTTGC        |
| <i>Gapdh</i>   | AAGAGGGATGCTGCCCTTA     | TTTTGTCTACGGGACGAGGA       |
| <i>Gata3</i>   | TCGGCCATTCGTACATGGAA    | GAGAGCCGTGGTGGATGGAC       |
| <i>Il13</i>    | CCTCTGACCCTTAAGGAGCTTAT | CGTTGCACAGGGGAGTCT         |
| <i>Il13ra1</i> | TCACTTTGATGACCAACAGGAT  | CAGGGGTAATTCCTCTTTACGA     |
| <i>Il17rb</i>  | GGACAGCCCTTCTTTGTCTG    | TGCTTTTATATTTTCATTACGTGGTT |
| <i>Il25</i>    | ACAGGGACTTGAATCGGGTC    | TGGTAAAGTGGGACGGAGTTG      |

**Supplementary Table 2.** Primary antibodies for paraffin immunohistochemistry (IHC-P), Opal staining or paraffin immunofluorescence (IF)

| <b>Antibody</b>                       | <b>Reference</b> | <b>Manufacturer</b>         | <b>Concentration</b> |
|---------------------------------------|------------------|-----------------------------|----------------------|
| DCLK1                                 | ab31704          | Abcam                       | 1/1000               |
| GATA3                                 | SC268            | Santa Cruz<br>Biotechnology | 1/100                |
| CD3                                   | MA5-14524        | Invitrogen                  | 1/150                |
| ChAT                                  | AB144P           | Millipore Sigma             | 1/50                 |
| TFF2                                  | Pa5-80111        | Invitrogen                  | 1/500                |
| H <sup>+</sup> /K <sup>+</sup> ATPase | Ab176992         | Abcam                       | 1/500                |
| Ki67                                  | IHC-00375        | Bethyl Laboratories         | 1/200                |
| Cleaved caspase 3                     | #9661S           | Cell Signaling              | 1/500                |
| GS-II lectin                          | L21415           | Invitrogen                  | 1/1000               |
| Gastric intrinsic factor (GIF)        | A6914            | ABclonal                    | 1/150                |

**Supplementary Table 3.** Conjugated antibodies for flow cytometry.

| <b>Antibody</b>          | <b>Reference</b> | <b>Manufacturer</b> | <b>Conjugate</b> | <b>Concentration</b> |
|--------------------------|------------------|---------------------|------------------|----------------------|
| CD19                     | 25-0193-81       | Invitrogen          | PEVio770         | 1/200                |
| CD11c                    | 25-0114-87       | Invitrogen          | PEVio770         | 1/200                |
| CD11b                    | 101216           | BioLegend           | PEVio770         | 1/200                |
| CD3e                     | 25-0031-82       | Invitrogen          | PEVio770         | 1/200                |
| CD90.2                   | 130-102-345      | MACS                | VioBlue          | 1/100                |
| KLRG1                    | 138407           | BioLegend           | PE               | 1/200                |
| NK1.1                    | 25-5941-81       | Invitrogen          | PEVio770         | 1/200                |
| CD24                     | 130-102-733      | MACS                | APC              | 1/50                 |
| SiglecF                  | 562757           | BD Bioscience       | PE-CF594         | 1/200                |
| CD45.2                   | 103116           | BioLegend           | APC-Cy7          | 1/200                |
| EpCAM                    | 11-5791-82       | Invitrogen          | FITC             | 1/200                |
| ST2                      | 46-9335-82       | Invitrogen          | PerCP-eF710      | 1/200                |
| LY6G                     | 560601           | BD Bioscience       | PEVio770         | 1/200                |
| FC Block<br>CD16/CD32    | 14-0161-86       | Invitrogen          |                  | 1/100                |
| Sytox Blue               | S11348           | Invitrogen          |                  | 1/500                |
| Fixable<br>Viability Dye | 65-0866-14       | eBioscience         | eF506            | 1/1000               |
| IgG2 $\alpha$            | #400512          | BioLegend           | APC              | 1:200                |
| IgG2 $\alpha$            | #400230          | BioLegend           | APC-CY7          | 1:200                |
| IgG2 $\alpha$            | #400208          | BioLegend           | FITC             | 1:200                |
| IgG2 $\alpha$            | #400908          | BioLegend           | PE               | 1:200                |
| IgG2 $\alpha$            | #400522          | BioLegend           | PeCY7            | 1:200                |

# Supplementary material for: A tuft cell - ILC2 signaling circuit provides therapeutic targets to inhibit gastric metaplasia and tumor development
**Source:** Nat Commun. 2023 Oct 28;14:6872. doi: 10.1038/s41467-023-42215-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina Nextseq 500, Viiia7 Real-Time PCR System, Vectra imaging system, Aria III cell sorter, BD FACS Canto, SPECTROstar Nano (BMGLABTECH)                                                                                                                                                          |
| Data analysis   | Prism 10 software, Rsubread (v2.5.0), Microsoft Excel (version 2306), InForm (Perkin Elmer, version 2.5), Halo (Indica Labs, version 3.5), ImageJ (Fiji, version 1.53c), SingleR (version 4.3), Rsubread (version 2.5.0), Seurat (version 5), MARS Data Analysis Software (BMG LABTECH, version 4.01) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Single cell sequencing data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE217498 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE217498>]. The publicly available data used in this study are available in the Kaplan-Meier Plotter database [<https://kmplot.com/analysis/index.php?p=service&cancer=gastric>] that uses the following datasets: GSE14210, GSE15459, GSE22377, GSE29272, GSE51105 and GSE62254. The remaining data are available within the Article, Supplementary Information or Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Sex or gender was not considered in the study design.                                                                                                                                                          |
| Reporting on race, ethnicity, or other socially relevant groupings | Race and ethnicity were not considered in the study design.                                                                                                                                                    |
| Population characteristics                                         | All samples were taken from patients identified as having intestinal type gastric cancer. Age and Sex were not considered when selecting for these patients.                                                   |
| Recruitment                                                        | We obtained paraffin-embedded samples of primary gastric adenocarcinomas (prepared as Tissue Microarray, TMA) from the Department of Pathology, Austin Hospital. All patients provided their informed consent. |
| Ethics oversight                                                   | All samples were collected with the patients' written informed consent and approval from the Austin Health ethics committee (HREC/15/Austin/359).                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | G*Power3 was used to calculate minimal required sample size for all experiments based on a difference between means of 40% and a SD of 20% (unpaired, two-tailed t-test; $\alpha=0.05$ , Power=0.95)                                                                                                                                                                                                                                                   |
| Data exclusions | No data was excluded                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were performed at least twice to ensure data could be replicated                                                                                                                                                                                                                                                                                                                                                                       |
| Randomization   | All mice were randomly selected from a pool of the desired genotype. These mice were then recorded as belonging to a group, but housed as a mixed cohort to reduce variables. For all other experiments, samples were randomly allocated to groups from a pool of available samples.                                                                                                                                                                   |
| Blinding        | Mice were identified by a number that did not correspond to their treatment group, with all data collected prior to knowing the group each mouse belonged to. Analyses were performed while the investigators were blinded to the groups, with groups only being identified once all analysis was complete. For other experiments, blinding occurred during data collection and analysis, with group identification being performed as the final step. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | DCLK1 (Abcam, ab31704), GATA3 (Santa Cruz Biotechnology, SC268), CD3 (Invitrogen, MA5-14524), ChAT (Millipore Sigma, AB144P), TFF2 (Invitrogen, Pa5-80111), H+/K+ ATPase (Abcam, Ab176992), Ki67 (Bethyl Laboratories, IHC-00375), Cleaved caspase 3 (Cell Signaling, #9661S), GS-II lectin (Invitrogen, L21415), Gastric intrinsic factor (GIF) (ABclona, A6914), CD19 (Invitrogen, 25-0193-81), CD11c (Invitrogen, 25-0114-87), CD11b (BioLegend, 101216), CD3e (Invitrogen, 25-0031-82), CD90.2 (MACS, 130-102-345), KLRG1 (BioLegend, 138407), NK1.1 (Invitrogen, 25-5941-81), CD24 (MACS, 130-102-733), SiglecF (BD Bioscience, 562757), CD45.2 (BioLegend, 103116), EpCAM (Invitrogen, 11-5791-82), ST2 (Invitrogen, 46-9335-82), LY6G (BD Bioscience, 560601), FC Block CD16/CD32 (Invitrogen, 14-0161-86), Sytox Blue (Invitrogen, S11348), Fixable Viability Dye (eBioscience, 65-0866-14), IgG2a# (BioLegend, #400512), IgG2a# (BioLegend, #400230), IgG2a# (BioLegend, #400208), IgG2a# (BioLegend, #400908), IgG2a# (BioLegend, #400522) |
| Validation      | All antibodies have been used according to manufacturer's instructions. All antibodies were validated on either mouse or human tissue sections. For details of verification, relevant citations or further information see the manufacturer's websites.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were bred and maintained under specific pathogen-free conditions in the bioresource facilities of the La Trobe University or Austin Health. All strains were maintained on a 12-hour light/dark cycle at constant temperature. Co-housed, age- and gendermatched littermates were utilized for all experiments. All interventions were performed during the light cycle on both male and female mice. All animals had free access to water and food (standard chow).<br>gp130+/+, 16-week-old mice<br>gp130F/F, 16-week-old mice<br>BAC(Dcl1::CreERT2);R5-IL5dtTomato-IREScre;LSLRosa26DTA/+, 60-week-old mice<br>BAC(Dcl1::CreERT2);Rosa26DTA/+, 16-week-old mice<br>R5-IL5+/+;LSLRosa26DTA/+, 60-week-old mice<br>gp130F/F; BAC(Dcl1::CreERT2);Rosa26DTA/+, 16-week-old mice<br>gp130F/F;Rosa26DTA/+, 16-week-old mice<br>gp130F/F;R5-IL5dtTomato-IREScre;LSLRosa26DTA/+, 16-week-old mice<br>gp130F/F;R5-IL5+/+;LSLRosa26DTA/+, 16-week-old mice |
| Wild animals            | Wild animals are not involved in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Mice used were from both male and female sexes. Final analysis does not include data on sex as there was not correlation between sex and outcome in our experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Field-collected samples | Field-collected samples are not involved in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | All animal studies were approved by the Animal Ethics Committee of Austin Health (A2019_05602, A2015_05289) or La Trobe University (AEC 17-73).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Tissues were cut into 1 mm pieces and digested in collagenase/dispase (Roche) and DNase I (Roche) in Ca<sup>2+</sup>- and Mg<sup>2+</sup>-free Hanks medium plus 5% FCS for 30 minutes at 37°C with gentle shaking. Samples were then vortexed for 15 seconds, filtered and washed in PBS plus 5% FCS. Single cell suspensions were blocked with FC block (Invitrogen) for 20 minutes at 4°C, before staining with fluorophore-conjugated primary antibodies for 20 minutes at 4°C in the dark. Cells were washed twice and re-suspended in PBS supplemented with 5% FCS prior to analysis.

Instrument

Aria III cell sorter and BD FACS Canto

Software

Data was analyzed with FlowJo (Version 10)

Cell population abundance

All samples came from gastric tissue of mice, with the stomach being surgically separated from the mice before processing. As such, all cells were gastric cells. Tuft cells accounted for between 1-10% of all live EpCAM cells, while ILC2s accounted for between 0.1-4% of all live CD45.2 cells.

Gating strategy

Isotype antibodies and fluorescent-minus-one (FMO) controls were used to estimate background fluorescence in combination with either compensation beads and/or unstained controls. Dead cells were detected and excluded from analysis using Sytox Blue or Fixable Viability Dye, eF506. Tuft cells were identified as EpCAM+CD45-/lowCD24+SiglecF+. Inflammatory ILC2s were identified as ST2-KLRG1+CD90.2+Lineage-(CD11b-CD11c-CD19-Ly-6G-NK1.1-CD3-)CD45+. Natural ILC2s were identified as ST2+KLRG1+CD90.2+Lineage-CD45+.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

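Single-cell RNA libraries were made from CD45.2+ and EpCAM+ cells of *gp130*+/+ and *gp130* F/F stomachs, with 1 library for the corpus and 1 for the antrum of each genotype, pooled from 10 mice per genotype. According to the paper, the authors used 10x Genomics 3′ chemistry, sequenced at most 2 libraries per run, counted UMIs with cellCounts of Rsubread against mm10, kept cells with 200 to 6000 genes and at most 40% mitochondrial UMIs, and normalized with LogNormalize in Seurat. Which libraries shared a run is not given, so run and genotype could not be separated. The deposited matrices hold the natural log of 1 plus UMIs scaled to 10000 per cell. Every value, multiplied back with the smallest step of its cell, gave whole UMI counts (100% within a tolerance of 1e-06), and the recovered counts were used throughout.

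The matrices list 19426 genes and contain no mitochondrial or ribosomal protein genes, so the mitochondrial filter could not be repeated. All cells already lay within 200 to 6000 genes. The 2 *gp130*+/+ files open with another matrix of whole numbers with 32285 features that have no gene names there, and continue with the normalized matrix from the middle of a cell. Only complete cells of the named matrix were used, 3563 corpus and 5610 antrum cells, or 9173 of 17764 listed *gp130*+/+ barcodes. Barcodes are listed in alphabetical order, so these are the cells with later barcodes, a part not drawn at random. In a comparison chosen after seeing the data, the same later part of the *gp130* F/F barcodes and the earlier part held 14.1% and 14.0% tuft-like cells in the corpus and 8.07% and 7.93% in the antrum, and 0.456% (7 cells, interval 0.184 to 0.937) and 1.13% (16 cells, 0.647 to 1.83) ILC2-like cells in the corpus and 0.185% and 0.589% in the antrum. Of all 28521 listed barcodes 19930 were used.

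Clustering was done with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2. Values scaled to 10000 UMIs per cell were log-transformed, and 2000 variable genes, 30 principal components, 20 nearest neighbors and Leiden resolution 1.0 were used, with no integration because the paper states none. The 5 cytokine and receptor genes named at the claims, and sex-linked marker genes, were left out of the clustering. A cluster took the name of the marker list with most genes among its top 50, if these were at least 3. Ties went to the list with the highest mean standardized level. In no named cluster did another list have more genes among the top 10. Of 33 clusters 31 were named and 2 epithelial clusters, 1884 cells, were not. The 3434 T, NK and ILC cells were clustered again into 13 groups, 1 of which, with 53 cells, was ILC2-like. Of the 3 pit-like clusters, 1 was led by interferon-induced genes. The SingleR reference used in the paper was not available here, and the paper's text does not name its tuft cell markers, so class names are rebuilt ones and shares may differ from the paper's for that reason.

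Scrublet in scanpy 1.11.5, at an assumed rate of 6%, called 340 cells (1.71%), but only 1 in the *gp130* F/F antrum (0.0319%) and 5 in the *gp130*+/+ corpus (0.140%), where its threshold did not work. No cell was removed as a doublet for the main values. Alternatives left out the called cells or all cells with a score of at least 0.25.

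Shares have exact Clopper-Pearson intervals and UMI sums exact Poisson intervals at 95%. A count of 0 is given with the level that 3 counts would reach. Differences between cell classes were tested with limma 3.58.1 in R 4.3.3 on the 8 sums per library and class, with library as a block and Benjamini-Hochberg adjustment over all tested genes. Values were log2 CPM plus a pseudocount equal to 1 UMI of the shallowest sum, 1.54 for tuft-like and 206 for ILC2-like sums, and genes were kept at a mean CPM of at least that size and 15 UMIs in all. The test for tuft-like cells covered 12502 genes and called 6099, and that for ILC2-like cells covered 799 genes and called 141. This pseudocount and filter were set after a first version, with a lower filter and a pseudocount of 1 CPM, called 9.80% of unchanged genes in simulated ILC2-like sums (8.96% with that filter and the final pseudocount). In simulated data the final version called 0.319% of unchanged genes for ILC2-like and 0.0739% for tuft-like sums, and recovered 98.7% and 93.6% of 4-fold and 41.3% and 78.1% of 2-fold changes. All simulated sums came from 1 mean profile with a dispersion of 0.02 and no class difference that varied between libraries. Real class differences did vary, from 0.34 to 2.16 for *Il4ra* in tuft-like cells, so these rates need not hold for the real sums. The fitted size of a 2-fold change in ILC2-like sums had a median of 0.61 on the log2 scale, so CPM is given first.

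No test was made between genotypes. With 1 library per genotype and region, a fit with region as a block would leave 1 residual degree of freedom. Its error would be the difference of the genotype effect between the regions, and it was not run. Ratios of CPM were taken within a region for tuft-like and for all other epithelial cells. A set of 11 gene lists fixed in advance (IL13 and IL4 signaling, IL25 signaling, IL33 signaling, IL13 response, gp130 and STAT3 targets, tuft cell effectors, MHC class II, interferon response, epithelial chemokines, acid secretion and gastric zymogens) were summarized by their median log2 ratio, with an interval from 1000 resampled sums, and by its percentile among 10000 random lists matched on expression in 20 bins. A gene needed 20 UMIs in at least 1 library of a pair to count as measured in a list or to be named. The deeper sum of a pair reaches this count at a lower CPM, so genes higher in its genotype enter more readily. Named genes were those the paper names for these data, the 10 highest and 10 lowest by the smaller of the ratios of both regions, and the list members with most UMIs. In simulated lists the intervals of single genes held the true ratio in 94.0% to 97.5% of cases. The counts were drawn with the Poisson error that these intervals assume, so this checks the calculation only. The interval of a list median was not simulated.

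Alternatives covered Leiden resolutions 0.5 and 2.0, 4000 variable genes, doublet removal, a 95th percentile rule like the paper's, marker rules, other denominators, cells thinned to 1000 UMIs, means over cells, other pseudocounts and filters, and leaving out each library. Gene positions are those of GRCm38.p6.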

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

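The tests of the denominator, of doublets, of free RNA and of pairs formed at random were chosen only after the results were seen, and those of tissue from beyond the pylorus and of B cell and macrophage RNA before.

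The tuft-like share of epithelial cells was 8.72 percentage points higher in *gp130* F/F mice in the corpus, whereas in the antrum it differed by −1.25 points, with an interval from −3.16 to 0.651. The antrum direction was not kept by the percentile rule, with 5.53% in *gp130* F/F against 2.80% in *gp130*+/+ mice over epithelial cells and 7.51% against 6.82% over all cells. This difference between the regions was not tested, since each rests on 1 library per genotype. Enterocyte-like cells made up 45.6% of the epithelial cells of the *gp130* F/F antrum against 7.24% in the *gp130*+/+ antrum, a class the paper mentions without reporting its share.

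Technical explanations were set against a biological effect of region. Without enterocyte-like and goblet-like cells in the denominator the antrum share was 15.5% in *gp130* F/F (interval 12.5 to 18.9) and 10.0% in *gp130*+/+ mice, but it was also higher in *gp130* F/F mice without metaplastic-like cells (10.1% against 9.27%, and 26.1% against 10.1% without all of these classes), and leaving out any class larger in *gp130* F/F mice raises the share by arithmetic, so a dilution by 1 of these classes cannot be told apart from a change in tuft-like cells. Enterocyte-like cells of the *gp130* F/F antrum held the gastric claudin gene *Cldn18* at 0.933% of its level in pit-like cells (17.5 against 1878 CPM), as tissue from beyond the pylorus would, against 13.0% in the *gp130*+/+ antrum and 13.8% in the *gp130* F/F corpus (with 1.01%, 5.55% and 8.05% in the T-like cells of these libraries), so such tissue stays open beside intestinal metaplasia that lost *Cldn18*. Doublets cannot be told apart from the pattern, since the caller marked 1 cell of the *gp130* F/F antrum, and the share was 7.93% without cells of high doublet score. A biological difference between corpus and antrum stays open and untested.

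The ILC2-like share of immune cells differed by −0.847 points in the corpus (*gp130* F/F minus *gp130*+/+, interval −1.68 to −0.017). In the antrum it differed by 0.0953 points (interval −0.268 to 0.459, and −0.191 points with the marker rule). The difference between regions was not tested. B-like cells were 51.7% of the immune cells of *gp130* F/F mice, above the 1.86% of *gp130*+/+ mice, in a class that Fig. 3a shows but whose share the paper's text does not give. *Reg3b*, an antimicrobial lectin gene outside those the paper discusses here, had a log2 ratio of *gp130* F/F over *gp130*+/+ of 9.19 in antrum epithelial cells other than tuft-like cells.

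MHC class II genes, which present antigen, were higher in *gp130* F/F than in *gp130*+/+ tuft-like cells, with the invariant chain gene *Cd74* at 348 CPM in the *gp130* F/F corpus against 18.0 in the *gp130*+/+ corpus. RNA of B cells, judged by their marker UMIs in the same tuft-like cells, would account for 93.4% of the *Cd74* UMIs (interval 85.6 to 102), and 113% in the *gp130* F/F antrum, so it is a candidate source. The EpCAM+ and CD45.2+ sort does not separate B cells from the pool. Macrophage RNA would account for 1.08%, which argues against it as the source. In tuft-like cells without such UMIs *Cd74* stood at 31.7 CPM in the *gp130* F/F (84 UMIs, interval 25.3 to 39.2) and 10.2 in the *gp130*+/+ corpus (6 UMIs, 3.73 to 22.1). In the antrum it stood at 2.15 (1 UMI, 0.0545 to 12.0) and 38.9 (58 UMIs, 29.5 to 50.2). Pit-like and mucous neck and gland-like cells together held 17.5 and 24.7 CPM in the corpus and 14.6 and 68.2 in the antrum. Expression by *gp130* F/F tuft cells in the corpus stays open.

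In the *gp130* F/F corpus, 29 of 215 macrophage-like cells held UMIs of at least 3 tuft cell markers, a larger share than in the B-like, T-like, mast-like and neutrophil-like classes. This ranking depends on how such cells clustered. In any cluster, cells with at least 3 markers of both types numbered 19 for macrophages, 84 for B cells and 16 for mast cells. Of these, 1, 66 and 10 lay in tuft-like clusters. If all tuft marker UMIs of the macrophage-like cells were free RNA spread by depth, 187 cells would hold at least 3 tuft cell markers. The observed number is 15.5% of that, and all 18 *Il25* UMIs lay in cells with tuft markers. Both argue against free RNA as the whole source. Whether a part of this RNA was free was not tested. Cells with both sets of markers formed at 3.56 times the rate seen for tuft and B cells (interval 2.04 to 5.90), so pairs formed at random cannot be told apart from cells that adhere or from macrophages that took up tuft cells, the rates of other classes also differing. This rate is taken per class cell that shows 3 markers of its own, 37.1% of macrophage-like and 96.1% of B-like cells, and depends on that correction. The macrophage-like cells with tuft markers had a median of 9630 UMIs against 2656.5 without. No biological explanation was tested.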

How the results depend on the processing

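Alternatives with a Scrublet score limit, without cells with B cell UMIs, without B-like or any epithelial class in the denominator, against enterocyte-like cells for *Il17rb*, *Il25* and *Il4ra*, and with another pseudocount or the earlier filter were chosen only after the data were seen.

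No paired analysis of replicates was made between genotypes, because the libraries carry no replicate numbers and the genotype comparison comes from no test. A fit between genotypes with region as a block was left out, and the class tests took library as a block. The tested differences between cell classes kept their direction and stayed past the threshold in every alternative run, except *Il4ra* against enterocyte-like cells (0.57, adjusted p = 0.10, higher in 2 of 3 libraries). The log2 fold changes ranged from 1.76 to 4.94 for *Il13ra1*, 2.48 to 5.49 for *Il17rb* and 2.39 to 6.09 for *Il25* in tuft-like cells, 0.57 to 1.89 for *Il4ra* and 2.06 to 7.50 for *Il17rb* in ILC2-like cells, with adjusted p up to 0.0015, 0.0070, 0.0011, 0.10 and 0.013. Leaving out each library gave 2.96 to 3.38, 4.88 to 5.24, 5.37 to 5.69, 1.28 to 1.89 and 2.06 to 2.29. Genes past the threshold for ILC2-like cells numbered 141 of 799, but 3518 of 18066 with no filter, 854 of 7935 with the earlier filter (817 with a pseudocount of 1), 52 with means over cells and 76 with a pseudocount of 1.

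The tuft-like share of *gp130* F/F mice became 7.57% (percentile rule over epithelial cells), 11.0% (over all cells), 14.2% (*Epcam* denominator), 11.0% (equally weighted regions), 14.3% (without enterocyte-like and goblet-like cells), 15.1% (without metaplastic-like cells), 16.9% (without all of these), 15.8% (without unnamed cells) and 11.2% (without tuft-like cells with B cell UMIs). That of *gp130*+/+ mice became 2.71%, 5.80% and 8.68% under the first 3 of these and 8.93% without unnamed cells. The corpus difference became 5.43 points (percentile rule over epithelial cells), 7.04 (without B cell UMIs), 10.7 (without metaplastic-like cells), 10.8 (without these, enterocyte-like and goblet-like cells) and 10.9 (without unnamed cells). The antrum difference became 2.73 and 0.689 (percentile rule over epithelial and over all cells), 5.44 (without enterocyte-like and goblet-like cells), 0.870 (without metaplastic-like cells) and 16.1 (without all of these). With the marker rule, ILC2-like shares became 0.396% in *gp130* F/F and 1.29% in *gp130*+/+ mice and the differences −2.36 points in the corpus and −0.191 in the antrum, where the direction turned within the interval, and without B-like cells the *gp130* F/F share was 1.27% and the antrum difference 0.717 points. The corpus difference without B-like cells became smaller but stayed negative. *Il13* UMIs did not change in number without doublets.

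Of the gene lists, 7 of 9 in tuft-like and 9 of 11 in other epithelial cells had medians of 1 sign in both regions, 1 of 1 and 4 of 5 after thinning and 4 of 9 and 7 of 11 without cells with B cell UMIs. Reversed medians, among those whose interval excluded 0, were IL25 signaling (−0.080 in the antrum, thinned) and gastric zymogens (0.18 in the corpus thinned, 0.19 as mean of cells) in other epithelial cells, and MHC class II without B cell UMIs (−0.045 in other epithelial and −1.93 in tuft-like cells of the antrum). *Dclk1* in corpus tuft-like cells became −0.041 as mean of cells and −0.050 with the score limit. Except where the change itself names what was left out, the cause was not tested. Ratios whose interval held 0 also changed sign, in tuft-like cells IL33 signaling (−0.60 in the corpus, mean of cells), IL25 signaling (−0.0062 in the corpus, without B cell UMIs), gastric zymogens (0.077 thinned and 0.028 without B cell UMIs, corpus) and *Il25* (−0.32 in the antrum, thinned), and in other epithelial cells IL33 signaling in the corpus (−0.16 as mean of cells, −0.041 without B cell UMIs). Of the other ratios, 211 stayed within their interval and 49 moved without changing sign. Not run were DESeq2 and edgeR, a choice made on the deposited unit, which is not raw counts, although whole UMI counts were recovered from it. The mitochondrial limit of 20%, no filter on cells and all deposited barcodes were not run either. Depth limits the ILC2-like sums, where 3 UMIs equal 79.0 CPM in *gp130* F/F and 104 in *gp130*+/+ mice.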

Differences from the paper's values

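Alternatives named here as chosen after seeing the data were added only then, and the others were set before the data were examined. The paper's shares are of all viable EpCAM+ or CD45.2+ cells with SingleR and a percentile rule, and the shares here are of cells in epithelial or immune clusters with rebuilt names. The *gp130*+/+ shares here rest on 9173 of 17764 listed barcodes, the later ones in alphabetical order and not a random draw.

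For tuft cells of *gp130* F/F mice the paper's value is 6.1% of EpCAM+ cells, and 13.0% of 5679 cells in epithelial clusters were tuft-like here. Among the alternatives set before the data were examined, the percentile rule over epithelial cells (7.57%) came within 1.5 times the paper's value, and the percentile rule over all cells, both Leiden resolutions, 4000 variable genes, doublet removal, the marker rule on thinned cells, the *Epcam* denominator and the equally weighted mean did not. For either genotype, closeness under a percentile rule is partly built in, because the rule fixes the number of cells called. It called 603 cells over epithelial cells and 997 over all cells, 967 of the latter in tuft-like clusters. Of the 1230 tuft-like cells, 629 and 263 lay below these cuts.

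For tuft cells of *gp130*+/+ mice the paper's value is 4.3%, and 7.72% of 6374 cells in epithelial clusters were tuft-like here. The percentile rule over all cells (5.80%) came within 1.5 times, and the rule over epithelial cells (2.71%) and the other alternatives set before the data were examined did not.

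For ILC2s of *gp130*+/+ mice the paper's value is 0.19% of CD45.2+ cells, and 0.787% of 2794 cells in immune clusters were ILC2-like here. None of the alternatives set before the data were examined, resolution 0.5 and 2.0, 4000 variable genes, doublet removal, the marker rule, the *Ptprc* denominator and the equally weighted mean, came within 1.5 times. For *gp130* F/F mice the paper's 0.42% and the 0.614% of 5050 cells here lay within 1.5 times of each other, except with 4000 variable genes (0.633%).

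The paper states that ILC2s made up a larger share of CD45.2+ cells in *gp130* F/F tumors than in *gp130*+/+ mucosa. Here the share over both regions was 0.614% in *gp130* F/F and 0.787% in *gp130*+/+ mice, and in the corpus 0.779% and 1.63%. In the antrum it was 0.381% (8 cells) in *gp130* F/F and 0.286% (5 cells) in *gp130*+/+ mice. This difference lay within the counting error (interval −0.268 to 0.459 points). With the marker rule the antrum shares were 0.0953% and 0.286%. Over immune cells other than B-like cells, a denominator chosen after seeing the data, the share was larger in *gp130* F/F mice (1.27% against 0.802%). With that denominator the corpus share stayed lower in *gp130* F/F mice.

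The paper's text states that IL13 expression was not detected in the single-cell data, while the violins of Fig. 3c draw thin tails for a few classes, ILC2s among them. Here 29 *Il13* UMIs were counted in 26 of 19930 cells, 11 of them in ILC2-like cells.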

Other observations

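The splits of the sums between cell classes were tested only after the results were seen, and the gene lists and the rule for named genes were fixed before.

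Epithelial cells other than tuft-like cells of *gp130* F/F mice had higher levels of targets of gp130 and STAT3, the pathway that the mutation activates. The median log2 ratio of *gp130* F/F over *gp130*+/+ for this list was 0.88 in the corpus (12 of 13 measured genes higher, interval 0.81 to 1.03, percentile 100.0 among matched random lists) and 1.04 in the antrum (11 of 11 higher, 0.90 to 1.18). *Reg1* stood at 1095 against 3.46 CPM in the corpus and 10476 against 335 in the antrum, and *Reg3g* at 966 against 0.397 and 3153 against 21.0. *Reg3b* had no UMI in the *gp130*+/+ corpus, so its log2 ratio there was at least 12.72. Epithelial chemokines, which attract neutrophils and other leukocytes, were higher in 8 of 9 genes of the corpus (median 2.32, but 0.58 with cells thinned to 1000 UMIs) and 7 of 8 of the antrum (2.05), with *Cxcl5* at 120.7 against 0.624 CPM in the corpus. IL13 response genes were higher in 5 of 5 (median 1.11, but 3.37 as mean of cells) and 5 of 6 (1.75, and 2.35 as mean of cells), with the alarmin *Il33* at log2 ratios of 1.11 and 3.31 and the goblet cell gene *Retnlb* at 6.76 in the antrum. Interferon response genes were lower in 10 of 10 genes of both regions (medians −1.75 and −2.34, the latter −1.58 with thinned cells and −1.40 as mean of cells), with *Isg15* at −2.18 and −2.81. The pit-like cluster led by interferon-induced genes, *Isg15* first, held 256 corpus and 294 antrum cells of *gp130*+/+ mice but 73 and 2 of *gp130* F/F mice, so these medians also carry its unequal share. Class proportions differed between genotypes, and these ratios are over all such cells.

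The other lists in these cells had corpus and antrum medians of 0.50 and 0.76 (IL13 and IL4 signaling), 0.30 and 0.25 (IL25 signaling), 0.02 and 0.51 (IL33 signaling), 1.39 and 0.86 (MHC class II), 0.43 and −0.89 (tuft cell effectors), 0.35 and −0.77 (acid secretion) and −0.11 and −0.26 (gastric zymogens). Without cells with a B cell UMI, an alternative chosen after seeing the data, MHC class II stood at 0.29 and −0.05 and IL13 and IL4 signaling in the antrum at 0.27.

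In tuft-like cells, IL13 and IL4 signaling genes were higher in *gp130* F/F mice in 7 of 7 measured genes of the corpus (median 0.93, interval 0.29 to 1.14) and 5 of 5 of the antrum (0.45, interval 0.19 to 0.77). The corpus median was 0.45 as mean of cells and 0.49 without cells with a B cell UMI. Single-gene intervals included no change for some of these genes in each region. The tuft-like sum was deeper in *gp130* F/F mice in the corpus (3795007 against 666749 UMIs) and in *gp130*+/+ mice in the antrum (1627331 against 648754). Genes higher in the genotype with the deeper sum are more readily measured. The tallies and medians of tuft-like cells were not corrected for that. Tuft cell effectors, genes of leukotriene and prostanoid synthesis together with *Chat*, had medians of 0.23 (7 of 8 higher) and 0.49 (5 of 6 higher), with *Alox5* at 0.29 and 0.64. Targets of gp130 and STAT3 were higher in 9 of 9 genes of the corpus (median 1.38, interval 1.02 to 2.19) and 4 of 5 of the antrum (0.35, interval −0.075 to 0.67). Here too, single-gene intervals included no change for some genes in each region. *Stat3* itself stood at 1.01 and 0.18. Interferon response genes were lower in 7 of 7 genes of the corpus (median −1.36) and 4 of 7 of the antrum (−0.23). The remaining medians were 3.78 and 1.45 (MHC class II, but 1.62 and −1.93 without cells with a B cell UMI), 0.02 and 0.44 (IL25 signaling), 1.84 (1.17 as mean of cells) and −2.75 (IL13 response, 2 genes), −0.34 and 0.39 (acid secretion) and −0.04 and −2.16 (gastric zymogens, but −1.54 and −1.58 without called doublets), and in the corpus alone 0.49 (IL33 signaling, 2 genes) and 2.59 (epithelial chemokines, 2 of 3 genes higher). That of IL33 signaling was −0.60 as mean of cells, and that of the chemokines 0.54 with the doublet score limit and 1.07 without cells with a B cell UMI.

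By the rule for named genes, 2437 genes were higher and 2270 lower in *gp130* F/F tuft-like cells of both regions among 8068 measured. So 4707 of 8068 had 1 sign in both regions. These counts carry no limit on size or error. Ratios with no relation between the regions would also share a sign in many genes, so the counts do not show agreement between regions. The highest were *Reg3b*, *Mef2c*, *Lrg1*, *Ighm*, *Ly6d*, *Gm8797*, *Hotairm1*, *Igkc*, *Basp1* and *Esr1*, among them immunoglobulin and B cell genes, and the direction of *Mef2c* was not kept without cells with a B cell UMI. *Lrg1*, *Ly6d* and *Hotairm1* gave no such direction after thinning to 1000 UMIs. *Basp1*, a membrane-associated signaling protein gene, had log2 ratios of 2.41 (interval 2.07 to 2.78) and 4.02 (3.53 to 4.55). The lowest were *Gsta1*, *Tnfsf13os*, *Gt(ROSA)26Sor*, *Lypd8*, *Mucl3*, *Gkn3*, *Muc5ac*, *Gkn2*, *Psca* and *Mcpt1*, several of them pit cell genes, and that of *Gkn3* was not kept with the doublet score limit. *Gkn2* was also lower in T-like cells of *gp130* F/F mice (806 against 2011 CPM in the corpus and 162 against 2076 in the antrum), so these ratios do not separate RNA of tuft cells from free RNA of pit cells, and free RNA was not tested for the other named genes. In other epithelial cells 4719 genes were higher and 1853 lower in both regions, so 6572 of 12669 had 1 sign, with the same limit. The highest there were *Reg3b*, *Reg3g*, *Ltf*, *Aldh1a3*, *Cxcl2*, *Lrg1*, *Ptges*, *Prss22*, *Otop2* and *Ighd*. The lowest were *Gt(ROSA)26Sor*, *Hist3h2ba*, *Gm4951*, *Iigp1*, *Cma1*, *Gsta1*, *Hbb-bs*, *Ccl2*, *F830016B08Rik* and *Tpsb2*, which include mast cell and hemoglobin genes. After thinning, *Prss22*, *Ccl2* and *F830016B08Rik* gave no such direction.

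For the differences between cell classes, the 8 sums of each test were split in other ways into 4 and 4, with library as a block. The splits that part the 2 sums of every library, as the real one does, number 8, which is too few for a share under 0.05, and 1 of them, the real one, reached its statistic. The real moderated t and the highest other of these splits were 15.5 and 1.73 for *Il13ra1*, 22.1 and 1.41 for *Il17rb*, 24.8 and 1.44 for *Il25* and 4.89 and 2.73 for *Il4ra* in tuft-like cells, and 8.98 and 1.75 for *Il17rb* in ILC2-like cells. A further 24 splits, which put both sums of at least 1 library on the same side, reached at most 2.73, 2.52, 2.50, 4.17 and 3.03, and 3 could not be fitted. In the other splits the class difference itself stays in the error and lowers the statistic. The gap to the real split is therefore largely built in, and no conclusion is drawn from it.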
